# An organoid-based CRISPR-Cas9 screen for regulators of intestinal epithelial maturation and cell fate

**DOI:** 10.1126/sciadv.adg4055

**Published:** 2023-07-12

**Authors:** Stine L. Hansen, Hjalte L. Larsen, Laura M. Pikkupeura, Grzegorz Maciag, Jordi Guiu, Iris Müller, Ditte L. Clement, Christina Mueller, Jens Vilstrup Johansen, Kristian Helin, Mads Lerdrup, Kim B. Jensen

## Abstract

Generation of functionally mature organs requires exquisite control of transcriptional programs governing cell state transitions during development. Despite advances in understanding the behavior of adult intestinal stem cells and their progeny, the transcriptional regulators that control the emergence of the mature intestinal phenotype remain largely unknown. Using mouse fetal and adult small intestinal organoids, we uncover transcriptional differences between the fetal and adult state and identify rare adult-like cells present in fetal organoids. This suggests that fetal organoids have an inherent potential to mature, which is locked by a regulatory program. By implementing a CRISPR-Cas9 screen targeting transcriptional regulators expressed in fetal organoids, we establish *Smarca4* and *Smarcc1* as important factors safeguarding the immature progenitor state. Our approach demonstrates the utility of organoid models in the identification of factors regulating cell fate and state transitions during tissue maturation and reveals that SMARCA4 and SMARCC1 prevent precocious differentiation during intestinal development.

## INTRODUCTION

During organ development, timely regulation of tissue maturation is essential for balancing growth with the emergence of differentiated cell types and the acquisition of tissue functionality. The developing intestinal tube initially transitions from a pseudo-stratified epithelium into a simple epithelium consisting of rudimentary villi and intervillous domains (*1*). The intervillous domains subsequently give rise to epithelial invaginations that will later form the adult crypts, the niche of adult intestinal stem cells. These morphological rearrangements govern the emergence of adult intestinal stem cells, as equipotent fetal progenitors are subjected to instructive cues from the emerging stem cell niche (*2*). While numerous studies have addressed the morphological events during intestinal development (*3*) and the regulation of adult intestinal stem cell behavior (*4*), little is known about the transcriptional regulation associated with the transition from a fetal to an adult cell state. In vivo studies have demonstrated that the master regulator of hindgut identity CDX2 navigates open chromatin to enable expression of HNF4A/Y, which subsequently drives the maturation of the intestinal epithelium (*5*–*7*). The inductive capacity of CDX2 and HNF4A in the specification of the adult intestinal epithelium was further supported by the direct reprogramming of embryonic fibroblasts toward an adult intestinal epithelium by ectopic expression of CDX2, HNF4A, GATA6, and FOXA3 (*8*). In addition, the histone demethylase LSD1 was recently demonstrated to be required for Paneth cell specification and maturation of the intestinal epithelium, as its deletion enforced the acquisition of a fetal-like state in the adult intestinal epithelium (*9*). In contrast to the above factors driving intestinal maturation, two complementary studies have demonstrated a role for the transcription factor BLIMP1/PRDM1 in safeguarding the fetal state, as in vivo deletions led to precocious tissue maturation (*10*, *11*). However, beyond the above, there is scarce knowledge regarding the transcriptional and epigenetic factors controlling cell fate in the developing intestinal epithelium.

The organoid technology has been instrumental in studies of the intestinal epithelium by facilitating the culture of primary epithelial cells. Here, both the adult and fetal intestinal epithelium can be stably maintained under defined in vitro conditions that maintain the cell type composition and maturation status of the parental tissue (*12*–*15*). While adult intestinal organoids exhibit a budding phenotype, fetal intestinal progenitors grow as symmetrical fetal enterospheres (FEnS). Once established, FEnS are stable in long-term culture and do not spontaneously mature to their adult counterparts (*14*). Given that adult organoids (aOrgs) and FEnS can be stably maintained under identical in vitro conditions, we reasoned that this could serve as a tractable system for interrogating factors safeguarding the fetal state or promoting epithelial maturation. Using the CRISPR-Cas9 technology and a custom-designed small guide RNA (sgRNA) library targeting functional domains in transcriptional regulators specifically up-regulated in FEnS, we uncover factors required for either repressing or facilitating intestinal maturation and demonstrate a role for the switch/sucrose nonfermentable (SWI/SNF) complex components SMARC4 and SMARCC1 in the process of tissue maturation. To our knowledge, this represents the first reported application of a CRISPR-Cas9 screen in organoids to identify regulators of tissue maturation, hence demonstrating a novel application of the organoid technology.

## RESULTS

### FEnS have intrinsic maturation potential

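Single-cell RNA values came from 1 library of wild-type FEnS with 5735 cells and 1 library of wild-type aOrg with 5304 cells. The deposited tables hold normalized values on a natural log scale with cells in rows. The titles of these libraries name the opposite culture from their description, source name and tissue, and the mapping follows the latter. Cells were classed by marker genes fixed before the values were read, and a cell was called tuft-like, goblet-like, enteroendocrine-like, stem-like or fetal-like when at least 3 different markers of that class were above 0. Tuft-like cells were called on Lrmp, Dclk1, Trpm5, Avil and Rgs13, goblet-like cells on Muc2, Tff3, Fcgbp and Spink4, and fetal-like cells on Ly6a, Anxa1 and Clu, a rule that was narrowed to these after the values were seen. Enteroendocrine-like cells were called on Scgn, Chga, Chgb and Neurod1, and stem-like cells on Olfm4, Lgr5 and Ascl2. Shares of cells are given with exact (Clopper-Pearson) 95% intervals, which cover counting error only, since each culture is 1 library.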

To characterize the cellular composition of organoid cultures derived from the fetal and adult small intestinal epithelium at single-cell resolution, we performed single-cell RNA sequencing (scRNA-seq) on established cultures of FEnS and aOrg from the proximal part of the small intestine (Fig. 1A). As expected, all major cell types present in the intestinal epithelium in vivo could be identified in aOrgs. 

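Cells of each adult class called here were present in aOrg. Stem-like cells, with Olfm4, Lgr5 and Ascl2, made up 23.9% of the 5304 cells (1267 cells). Enterocytes were not called as a class, but the brush border phosphatase gene Alpi was above 0 in 19.1% of aOrg cells and the apolipoprotein gene Apoa1 in 21.5%. Goblet-like cells, which make mucus, made up 6.88% (365 cells, interval 6.21% to 7.60%). Tuft-like cells, the chemosensory cells of the epithelium, made up 1.603% (85 cells, interval 1.28% to 1.98%), and the hormone-producing enteroendocrine-like cells made up 1.15% (61 cells). Independent detection of the markers would give 11.9% stem-like, 2.66% goblet-like, 0.00604% tuft-like and 0.0182% enteroendocrine-like cells, so part of the stem-like and goblet-like shares need not be cells of these types. Fetal-like cells were 11, or 0.207%. None of these classes was given to 67.3% of aOrg cells, and 1.07% met the rule for more than 1 class. With at least 2 markers in place of 3, a setting added after the values were seen, the shares were 51.3% stem-like, 22.0% goblet-like, 2.04% tuft-like and 3.58% enteroendocrine-like.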

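Nearly every FEnS cell carried the fetal markers. Of 5735 FEnS cells, 5537 (96.5%) had Ly6a, Anxa1 and Clu all above 0, which encode the surface protein SCA1, annexin A1 and clusterin. Stem-like cells numbered 21 (0.366%, interval 0.227% to 0.559%), and the enterocyte genes Alpi and Apoa1 were above 0 in 0.192% and 0.384% of FEnS cells. None of the classes was given to 165 FEnS cells.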

In line with the observation that the parental embryonic day (E) 16.5 intestinal epithelium consists of immature equipotent progenitor cells (*2*), FEnS largely consisted of a homogenous population of undifferentiated progenitor cells (Fig. 1B). We identified two cell populations in FEnS with distinct transcriptional profiles from the progenitor cells, clustering with the adult secretory lineages. These cells had notable transcriptional similarities with goblet and tuft cells in the adult epithelium, respectively, and were termed adult-like fetal clusters I and II (Fig. 1, B and C). aOrg formation is characterized by distinct phases of growth, where the initial phase is associated with the expression of fetal-like markers and a spherical appearance. 

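A small part of the FEnS cells carried goblet or tuft markers. Goblet-like cells, with at least 3 of the mucin Muc2, the trefoil factor Tff3, Fcgbp and Spink4, numbered 82 (1.43%, interval 1.14% to 1.77%; 0.197% from independent detection). Tuft-like cells, with at least 3 of Lrmp, Dclk1, Trpm5, Avil and Rgs13, numbered 17 (0.296%, interval 0.173% to 0.474%), and 10 of them had 4 or more of the markers. Enteroendocrine-like cells numbered 6 (0.105%). Of the goblet-like cells of FEnS, 74 also met the rule for another class, 79 had exactly 3 of the markers and 3 had 4, and Muc2 was above 0 in 11 of the 5735 cells. Of the tuft-like cells, 9 met another rule. The goblet-like share moved to 8.72% with at least 2 markers, a setting added after the values were seen, as 418 cells had exactly 2.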

The transition into a budding organoid structure is driven by the first symmetry-breaking event characterized by the emergence of a secretory cell (*16*). The presence of a small population of adult-like secretory cells in FEnS and the absence of spontaneous conversion of the culture toward aOrgs suggested that transcriptional or epigenetic barriers prevented the complete transition towards a mature adult state. We therefore reasoned that a functional CRISPR-Cas9 screen could identify transcriptional regulators that constitute a barrier for the transition from the fetal to the adult state.

**Fig. 1.**
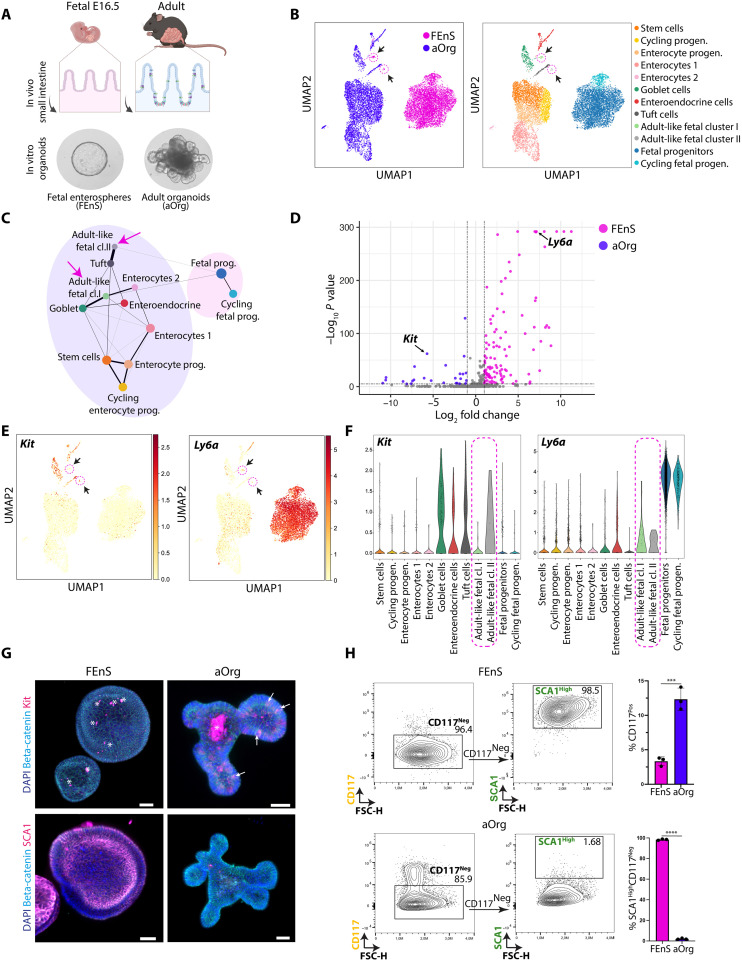
Characterization of cellular heterogeneity and marker expression in intestinal organoids. (**A**) Illustration of mouse intestinal organoid phenotypes derived from distinct stages. Epithelial cells isolated from the fetus at E16.5 give rise to FEnS in three-dimensional (3D) culture, while cells isolated from the adult intestine give rise to budding aOrgs. (**B**) Uniform Manifold Approximation and Projection (UMAP) plot of cells from FEnS or aOrgs following scRNA-seq. Left: FEnS (pink) and aOrg (blue). Right: Annotation of cell types based on canonical marker expression (see fig. S1A). Arrows indicate adult-like clusters of cells derived from FEnS. (**C**) PAGA trajectory of clusters from (B). The size of the nodes is proportional to the number of cells in each cluster, and the thickness of the edges represents confidence in transcriptional connection. Arrows indicate adult-like fetal clusters I and II. (**D**) Volcano plot of DE surface marker genes between the fetal progenitor cluster (pink) and adult secretory clusters (blue). *x* axis: Log_2_ fold change (LFC); *y* axis: Log_10_ *P* value. *Kit* (adult marker) and *Ly6a* (fetal marker) are highlighted. Outliers with 15 < LFC < −15 and high *P* values were removed. (**E**) UMAP plot showing expression levels of *Kit* (left) and *Ly6a* (right). Arrows indicate the adult-like fetal clusters I and II. (**F**) Violin plots of *Ly6a* and *Kit* expression across cell type clusters of fetal and adult cells. (**G**) Immunofluorescence images of CD117 expression (top, scale bars, 100 μm) and SCA1 expression (bottom, scale bars, 50 μm) in 3D FEnS and aOrgs. Arrows = CD117^+^ cells; asterisks = debris. (**H**) Flow cytometry–based contour plots of CD117 (*Kit*) and SCA1 (*Ly6a*) expression in FEnS and aOrgs. Quantification of indicated populations is summarized in the bar plot to the right (*n* = 3). Error bars indicate SD, unpaired Student’s *t* test. ***P < 0.001 and ****P < 0.0001. DAPI, 4′,6-diamidino-2-phenylindole; FSC, forward scatter.

### Identification of markers discriminating the fetal and adult cell states

To identify cell surface markers discriminating FEnS and aOrgs as a functional readout of their maturation status, we took advantage of the scRNA-seq dataset. Analysis of differentially expressed genes (DEGs) between the fetal progenitor cluster and the secretory clusters derived from aOrgs allowed us to identify 1960 DEGs [log_2_ fold change (LFC) > 1; *P* < 0.05]. 

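Ly6a and Kit differed in the cells that carried them in aOrg and overlapped in FEnS. Ly6a, which encodes SCA1 and lies on chromosome 15 from 74994877 to 74998031 (mm10), was above 0 in 98.8% of FEnS cells (interval 98.5% to 99.1%) and in 13.8% of aOrg cells (12.9% to 14.8%). Its mean natural log value was 3.57 in FEnS and 0.163 in aOrg. Kit, which encodes the receptor CD117 and lies on chromosome 5 from 75574987 to 75656722, was above 0 in 2.16% of FEnS cells and 7.39% of aOrg cells. In aOrg, Kit was above 0 in 44.9% of the secretory-like cells (224 of 499), with 45.8% of goblet-like, 43.5% of tuft-like and 37.7% of enteroendocrine-like cells. Stem-like aOrg cells, not expected to express Kit, had a lower share, 4.74%. Ly6a was above 0 in 10.4% of the secretory-like aOrg cells (52 of 499). By class, these were 12.3% of goblet-like, 13.1% of enteroendocrine-like and 1.18% of tuft-like cells. In FEnS, Kit was above 0 in 8 of 17 tuft-like cells (47.1%, interval 23.0% to 72.2%), in 6.10% of goblet-like cells and in 2.08% of fetal-like cells. Of the 124 FEnS cells with Kit, 115 were fetal-like and so had Ly6a too. The tuft-like FEnS cells had Ly6a above 0 in 64.7% (11 of 17), at a mean of 0.800 against 3.57 in all FEnS cells, and the goblet-like ones in 98.8%, at a mean of 3.25. Free RNA was not measured, so a low value need not mean expression by the cell. From the choice of surface genes among the differentially expressed genes, the paper states that Ly6a marks fetal progenitors and Kit secretory cells. With at least 2 markers, Kit in goblet-like aOrg cells was 18.5% and Ly6a in enteroendocrine-like aOrg cells 25.8%.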

Filtering the list of DEGs for cell surface–associated genes allowed us to identify *Ly6a* (SCA1) and *Kit* (cKIT/CD117) as markers of fetal progenitors and secretory cells, respectively (Fig. 1, D to F). SCA1 has previously been described as a marker of the fetal intestinal state and as a marker of adult intestinal cells undergoing transient fetal-like reprogramming during tissue injury (*17*). Similarly, CD117 is a well-known marker of secretory cells in the adult small intestine and colon (*18*). Analysis of expression of the two markers further supported these observations and demonstrated specific SCA1 expression in FEnS (Fig. 1, G and H), and detection of CD117 in a subset of cells in aOrgs, and in rare cells in FEnS (Fig. 1, G and H). A combination of CD117 and SCA1 thus offers high discrimination power between aOrgs and FEnS that aligns with their maturation status.

### Implementation of a CRISPR-Cas9 screen for regulators of intestinal epithelial maturation

Given that FEnS can be stably maintained in culture in their immature state without spontaneous conversion to aOrgs, we hypothesized that FEnS expressed transcriptional regulators safeguarding their fetal identity. To generate a list of candidate transcriptional and epigenetic regulators that could potentially safeguard the fetal state, we reanalyzed a population-based expression analysis dataset of FEnS and aOrg (*19*). The analysis revealed that 335 transcription factors and epigenetic regulators were differentially expressed between FEnS and aOrgs, of which 167 transcription factors and 59 epigenetic regulators were up-regulated in the fetal state [LFC > 1, false discovery rate (FDR) < 0.05] (Fig. 2A and fig. S2A). To validate the expression of these factors in the various cell types in FEnS and aOrgs, we compiled a fetal transcriptional regulator signature and integrated this with our scRNA-seq dataset, revealing higher expression of this signature in FEnS (Fig. 2B). The two adult-like clusters arising from FEnS expressed very low levels of the identified transcriptional regulator signature otherwise enriched in FEnS (Fig. 2B and fig. S2B). This further highlights the adult-like phenotype associated with these clusters.

**Fig. 2.**
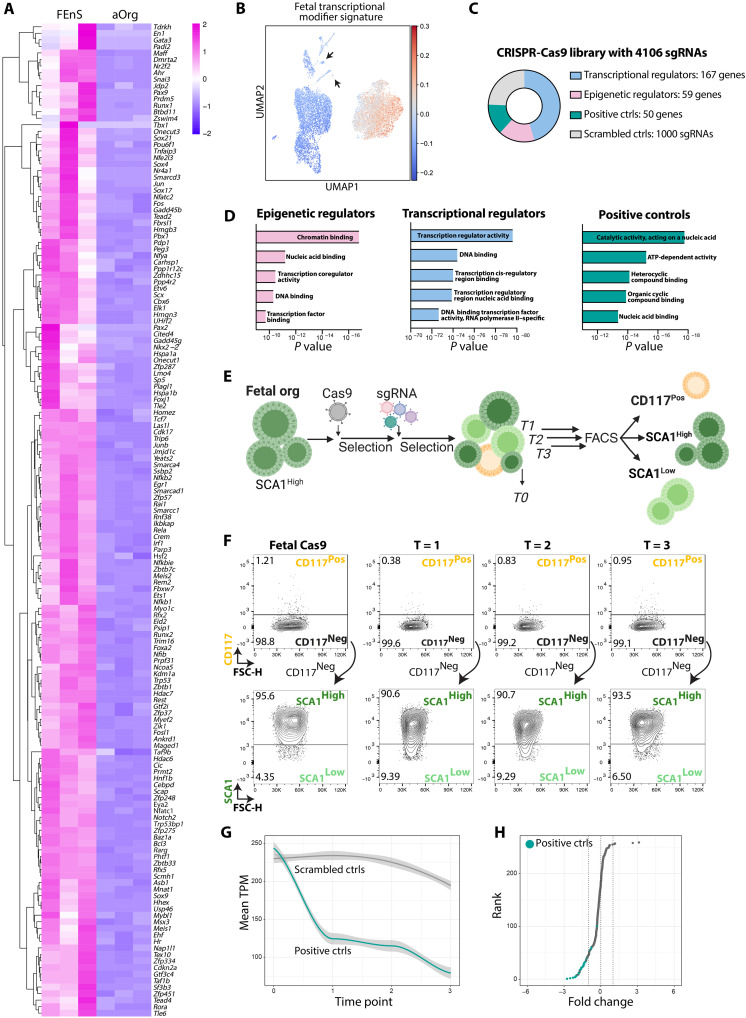
Implementation of a targeted CRISPR-Cas9 screen in FEnS. (**A**) Heatmap of transcription factors and epigenetic regulators differentially expressed between FEnS and aOrgs (*n* = 3, log_2_ FC > 1, FDR < 0.05) (see fig. S2A). (**B**) UMAP plot showing relative enrichment of fetal transcriptional modifiers in FEnS and aOrgs (see Fig.S2B). Arrows indicate adult-like fetal clusters I and II. (**C**) Composition of the targeted CRISPR-Cas9 sgRNA library. (**D**) Enriched biological process Gene Ontology terms from indicated categories of the genes included in the sgRNA library: epigenetic regulators, transcriptional regulators, and positive controls. *x* axis: *P* value. (**E**) Illustration of the experimental flow of the CRISPR-Cas9 screen in FEnS. (**F**) Flow cytometry contour plots showing CD117 and SCA1 expression in parental FEnS expressing Cas9, and the expression at the three analytical time points of the screen. Three populations were sorted at each time point: CD117^Pos^, CD117^Neg^SCA1^High^, and CD117^Neg^SCA1^Low^. (**G**) Normalized transcripts per million (TPM) of scrambled control nontargeting sgRNAs (gray) and positive controls targeting essential genes (teal) during the three time points of the screen. (**H**) Rank score plot of control sgRNAs based on their FC enrichment in T = 1 versus T = 0. Positive controls targeting essential genes are shown in teal. ATP, adenosine 5´-triphosphate.

We hypothesized that, within this pool of transcriptional regulators, some would safeguard the fetal identity. If this was the case, mutating these fetal transcriptional regulators could be sufficient to interfere with cell state changes and thereby influence the organoid composition and potential maturation. To address this, we designed a custom sgRNA library targeting the 226 transcriptional regulators up-regulated in FEnS with 10 to 12 sgRNAs covering regions encoding functional protein domains (*20*, *21*). 

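The count table of the screen lists 3924 sgRNAs, of which 998 are scrambled. The other 2926 sgRNAs target 259 genes, with a median of 12 sgRNAs per gene and a range of 2 to 18, and 219 genes have 10 to 12. By gene symbol, 26 genes with 301 sgRNAs belong to the essential classes fixed before the counts were read, which are DNA replication, mitosis, translation, RNA polymerase and similar core functions. At T0, 94.8% of the sgRNAs lay within a 10-fold range of read counts, the median was 2024.5 reads, 5 sgRNAs had fewer than 100 reads and 0 had none.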

The library also contained sgRNAs targeting 50 genes essential for basic cellular functions as positive controls and 1000 scrambled sgRNAs as negative controls (Fig. 2C). Gene Ontology term analyses confirmed that the identified transcription factors included in the sgRNA library were involved in biological processes such as transcriptional regulator activity and DNA binding, while the epigenetic factors were enriched in chromatin binding and nucleic acid binding processes (Fig. 2D).

To perform the CRISPR-Cas9–based screen, we expressed constitutive active CAS9 in FEnS and transduced these with the sgRNA library at a multiplicity of infection (MOI) = 0.3 and a coverage of >400× per sgRNA. 

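The screen data are sgRNA read counts from the authors in 10 columns. They comprise 1 column at T0 and 1 for each of 3 sorted populations at days 10, 17 and 24 (T1, T2 and T3). The sample labels list more libraries than this, at T0 and at each later time point. Which of them a column holds is not stated, and each column is called a library here. The sample labels do not name the sorted population of a library, and the populations SCA1High, SCA1Low and CD117Pos are taken from the column names of the count table itself. The T0 library held 9221414 reads and the sorted libraries 1562283 to 8148621. The share of sgRNAs with 0 reads ranged from 0 to 5.30% and was highest in CD117Pos at T1. Each library was scaled so that the median log2 value of the 998 scrambled sgRNAs was 0 after a pseudocount of 1, and a gene was summarized by the median over its sgRNAs. Each gene median was set against the medians of 10000 random sets of the same number of scrambled sgRNAs. With 1 column per population and time point, no replicate error can be read, so no p-value is given. The 3 time points come from successive passages of 1 culture. The scrambled sgRNAs themselves spread with an SD of 0.624 to 2.37 on the log2 scale over T0.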

A baseline reference sample for the pool of sgRNAs was collected at time point T = 0. The transduced cells were subsequently passaged three times and, at each passage, ^2^/_3_ of the cultured cells were sorted to isolate SCA11^High^CD117^Neg^ fetal progenitors, SCA1^Low^CD117^Pos^ secretory cells, and SCA1^Low^CD117^Neg^ cells putatively transitioning from the fetal state toward an adult-like state (Fig. 2E). At each time point, we identified SCA1^Low^CD117^Pos^ secretory cells along with SCA1^Low^CD117^Neg^ cells transitioning cells (Fig. 2F). The DNA from each of the isolated cell populations was subjected to targeted sequencing to quantify the abundance of individual sgRNAs across the three time points relative to the reference T = 0 sample. As expected, sgRNAs targeting the essential genes associated with primary cell functions were rapidly depleted already at T = 1 (Fig. 2G), whereas the scrambled control sgRNAs were maintained stably over the three passages (Fig. 2G).

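Genes of basic cell functions lost their sgRNAs in each sorted population. At T1 the median log2 value over T0 of the 301 sgRNAs for essential-class genes was -1.28 in SCA1High, -1.60 in SCA1Low and -1.40 in CD117Pos. All 26 essential-class genes had a median below 0 in each of these libraries. Among them, Eef2, the elongation factor of translation, had medians of -1.87, -2.94 and -2.41, and Bub3, of the mitotic checkpoint, had -1.74, -2.01 and -1.45. The scrambled sgRNAs, scaled instead on library totals, had medians of -0.08, -0.12 and -0.13 at T1.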

### Fetal cells with mutations in Smarca4 and Smarcc1 gain adult-like characteristics

To perform a robust and stringent analysis of the effect of the CRISPR-Cas9–mediated disruption of individual genes, we harnessed the power of our multi-sgRNA per gene approach to quantifying the combined effect of individual sgRNAs targeting the same gene. Here, we computed a single rank score for each gene based on aggregated ranks of FCs and *P* values in the different parameters examined during the screen. This again revealed that cells with disrupted positive control genes were rapidly depleted at the first time point of analysis compared to the T = 0 reference, while scrambled control guides were neutrally maintained across the course of the screen (Fig. 2H).

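The loss of essential-class sgRNAs was still present at the later passages. Their median was -1.79 in SCA1High, -1.58 in SCA1Low and -1.28 in CD117Pos at T2, and -1.91, -2.35 and -2.18 at T3. Of the 26 genes, 25 lay below 0 in CD117Pos at T2 and all 26 in the other libraries, the exception being Eif2b1, a subunit of a translation initiation factor, at 0.02. sgRNAs for genes outside these classes had medians between -0.21 and -0.10 over the 9 sorted libraries. On library totals, the median scrambled sgRNA had -0.91 in SCA1Low at T3, the lowest of the 9. As a group the scrambled sgRNAs were not lost there, with 24.8% of the reads against 23.1% at T0. Reads were less even, as the top 1% of sgRNAs held 19.1% of them against 3.81% at T0.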

To identify genes implicated in the transition from a fetal to an adult state, we compared the sgRNA abundance between the SCA1^Low^CD117^Neg^ and SCA1^High^CD117^Neg^ populations. 

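Disruption of Smarca4 and Smarcc1, which encode the ATPase and a core subunit of the SWI/SNF complex, shifted sgRNAs from the SCA1High to the SCA1Low population at every passage. The median log2 ratio of SCA1Low over SCA1High for the 15 Smarca4 sgRNAs was 2.24 at T1, 1.78 at T2 and 2.71 at T3, and its mean over the time points ranked 1 of 259 genes. For the 12 Smarcc1 sgRNAs it was 2.03, 1.6002 and 2.27, with rank 2. The transcription factor gene Sox9 (1.66, 1.64 and 2.46, rank 3), the signaling adaptor gene Traf3 (3.01, 1.26 and 1.103, rank 4) and Stat3 (1.41, 1.19 and 1.50, rank 5) followed. These 5 genes were the ones above the central 95% of random scrambled sets at all 3 time points. The sgRNAs for Nr2f2, an orphan nuclear receptor gene, were shifted the other way (-2.84, -1.46 and -1.66, rank 259), as were those for the histone demethylase gene Kdm1a (mean -1.72, rank 258) and the ubiquitin ligase gene Fbxw7 (mean -1.54, rank 256). These 3 genes lay below the 2.5 percentile of scrambled sets at all 3 time points. Meis2, with 4 sgRNAs, had a mean of -1.09 and rank 255.

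**Figure D1:**
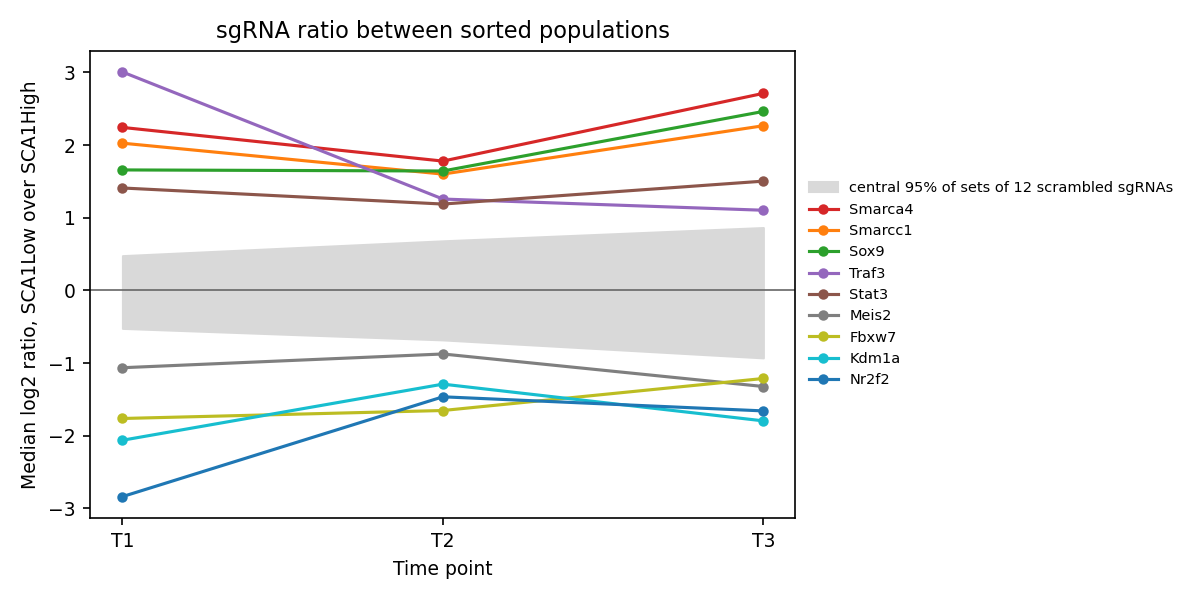
Median log2 ratio of SCA1Low over SCA1High (vertical axis) for the sgRNAs of 9 genes at T1, T2 and T3 (horizontal axis), each point being 1 gene in 1 pair of libraries. The grey band spans the central 95% of random sets of 12 scrambled sgRNAs, reaching 0.48, 0.68 and 0.86, while Smarca4 has 15 sgRNAs, Fbxw7 8 and Meis2 4.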

Here, rank score analysis identified sgRNAs targeting *Smarca4* and *Smarcc1* as top candidates enriched in the SCA1^Low^CD117^Neg^ population (Fig. 3A). Analysis of individual sgRNAs targeting *Smarca4* or *Smarcc1* demonstrated that the majority of sgRNAs, irrespective of the targeted functional domain, displayed a similar enrichment across the three time points (Fig. 3, B and C). Similarly, *Smarca4* and *Smarcc1* were among the top-ranking genes when comparing sgRNAs enriched in the SCA1^Low^CD117^Pos^ gate versus the SCA1^High^CD117^Neg^ populations (Fig. 3D). Thus, using two different parameters discriminating adult and fetal cells, namely, the loss of SCA1 expression and the increased capacity to give rise to CD117^Pos^ cells, fetal progenitors with disruptions in *Smarca4* or *Smarcc1* lost their fetal characteristics and gained an adult-like phenotype. This suggests that SMARCA4 and SMARCC1 play a role in safeguarding the fetal progenitor state by functioning as epigenetic barriers toward maturation.

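Most individual sgRNAs of both genes moved the same way. All 15 Smarca4 sgRNAs had a positive log2 ratio at T1, 13 did at T2 and 15 at T3, and the SD over sgRNAs was 0.82, 1.51 and 1.05. All 12 Smarcc1 sgRNAs were positive at T1 and at T2 and 10 at T3, with an SD of 0.93, 1.09 and 2.02. Summed over its sgRNAs, Smarca4 had 57009 reads in SCA1Low and 18453 in SCA1High at T1, and Smarcc1 had 43092 and 15805.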

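In the CD117Pos population the shift for both genes was smaller and uneven over time. The median log2 ratio of CD117Pos over SCA1High was 0.81, 1.18 and -0.28 at T1, T2 and T3 for Smarca4, whose mean of 0.57 ranked 7 of 259. For Smarcc1 it was 0.96, 0.10 and 0.72, with a mean of 0.59 and rank 6. Smarca4 lay above the scrambled sets at T1 and T2, and Smarcc1 at T1 and T3. Traf3 ranked 1 with ratios of 1.87, 0.95 and 0.77, and Runx2, which encodes a transcription factor, had 0.80, 0.91 and 0.57. Traf3 and Runx2 were the 2 genes above the scrambled sets at all 3 time points, and Nfib was the 1 gene below them.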

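The paper reasons from both comparisons, the loss of SCA1 and the gain of CD117Pos cells, that fetal progenitors with disrupted Smarca4 or Smarcc1 lose fetal characteristics and gain an adult-like phenotype. It then proposes that both proteins hold back maturation as epigenetic barriers.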

**Fig. 3.**
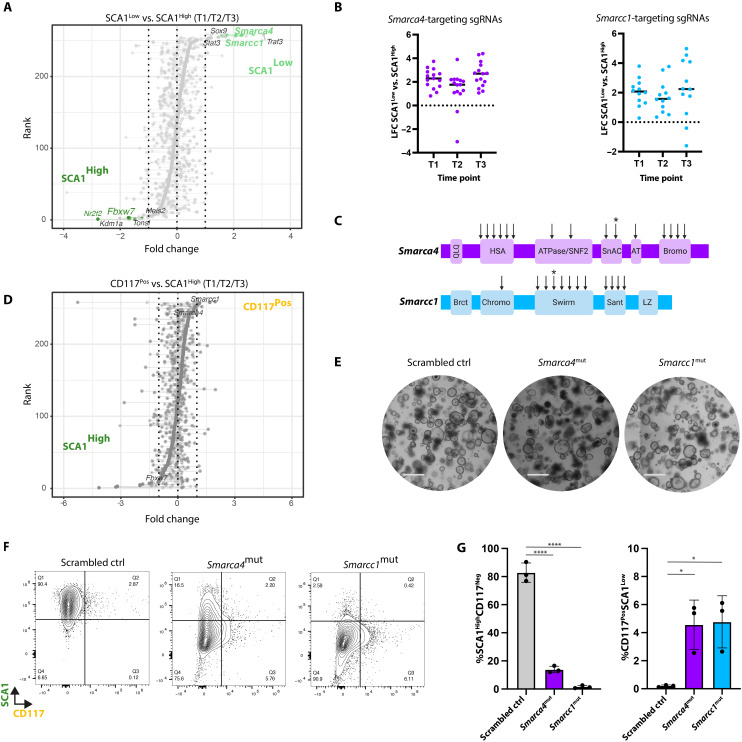
Mutations in *Smarca4* and *Smarcc1* induce transition toward an adult-like state. (**A**) Rank score plot of genes targeted by individual sgRNAs based on their FC in the SCA1^Low^CD117^Neg^ versus SCA1^High^CD117^Neg^ gate for all three time points versus T = 0. *x* axis: FC; *y* axis: rank score according to the combined effect of all sgRNAs targeting the indicated genes. Gene names indicated the top 5 ranked genes in the SCA1^High^ (dark green) and SCA1^Low^ (light green) populations. (**B**) Dot plot of the LFC of sgRNAs found in SCA1^Low^CD117^Neg^ versus SCA1^High^CD117^Neg^ gates targeting *Smarca4* (left) and *Smarcc1* (right) across the three time points. *x* axis: time point; *y* axis: LFC of the normalized sgRNA abundance in SCA1^Low^CD117^Neg^ versus SCA1^High^CD117^Neg^ gates. (**C**) Schematics of the functional domains targeted by sgRNAs (arrows) for *Smarca4* (top) and *Smarcc1* (bottom). Asterisks indicate sgRNAs used for the generation of mutant lines for validation experiments. (**D**) Rank score plot of genes targeted by individual sgRNAs based on their FC in the CD117^Pos^ versus SCA1^High^CD117^Neg^ gate for all three time points versus T = 0. *x* axis: FC, *y* axis: rank score according to the combined effect of all sgRNAs targeting the indicated genes. Genes of interest are indicated by name. (**E**) Bright-field images of FEnS representing the scrambled control line and lines carrying mutations in *Smarca4* and *Smarcc1*. Scale bars, 1 mm. (**F**) Flow cytometry contour plots showing CD117 and SCA1 expression in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ fetal organoids. (**G**) Bar plot of percentage of SCA1^High^CD117^Neg^ (left) and SCA1^Low^CD117^Pos^ (right) cells in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ FEnS. *n* = 3, error bars indicate SD, unpaired Student’s *t* test. *P < 0.05 and ****P < 0.0001.

*Smarca4* (*Brg1*) and *Smarcc1* (*Baf155*) are both components of the SWI/SNF complex which control nucleosome positioning and regulation of the chromatin landscape (*22*). SMARCA4 is one of two catalytic adenosine triphosphatase subunits incorporated into the SWI/SNF complex, whereas SMARCC1 has been reported to have a scaffolding function in the assembly of the many different variants of the multimeric SWI/SNF complex (*22*). Genetic studies have demonstrated that epithelial loss of *Smarca4* during intestinal development leads to precocious epithelial maturation as manifested by accelerated secretory differentiation (*23*). Similarly, the deletion of *Smarca4* in adult intestinal stem cells has been demonstrated to drive stem cell exhaustion (*24*). To validate and explore the role of *Smarca4* and *Smarcc1* in controlling cell state transitions in the organoid models, we generated independent *Smarca4* and *Smarcc1* sgRNA-targeted lines (Fig. 3E and fig.S3, A to D). While the overall morphology did not notably differ between the independent *Smarca4*- and *Smarcc1*-mutated lines (*Smarca4*^mut^ and *Smarcc1*^mut^ hereafter) and control lines transduced with a single-scrambled sgRNA control (Fig. 3E), the mutated lines displayed a significant decrease in the fraction of SCA1-expressing cells and an increased number of CD117^Pos^ cells (Fig. 3, F and G). Hence, mutating these two different components of the SWI/SNF complex confirmed the results from the phenotypic screen.

### Smarca4^mut^ and Smarcc1^mut^ fetal cells adopt an adult small intestinal-like phenotype upon transplantation

Next, we sought to investigate whether the *Smarca4*^mut^ and *Smarcc1*^mut^ lines had enhanced maturation capacity compared to scrambled controls. Transplantation of organoids into the colonic epithelium of adult mice has been used to define the differentiation potential of organoids derived from both the fetal and the adult intestine (*2*, *14*, *25*–*27*). To evaluate the maturation status of our mutated and control lines, we transplanted green fluorescent protein (GFP)–expressing experimental and control lines into severely immunocompromised animals that had been conditioned for transplantation by focal elimination of the endogenous epithelium (Fig. 4A). The engrafted material was isolated 3 weeks after transplantation and the GFP^+^-engrafted areas in all animals were assessed in a qualitative (Fig. 4B) and a quantitative manner (Fig. 4C). All three transplanted lines engrafted equally well (3/3 per line), and quantification of the engrafted areas revealed no significant differences in engraftment sizes across the three genotypes (Fig. 4C). In contrast to the in vitro analysis, we observed that engrafted patches from all three genotypes had similar numbers of CD117-expressing cells (Fig. 4, D and E). This suggested that the transplantation had affected the cellular identity and potentially the maturity of the engrafted material.

**Fig. 4.**
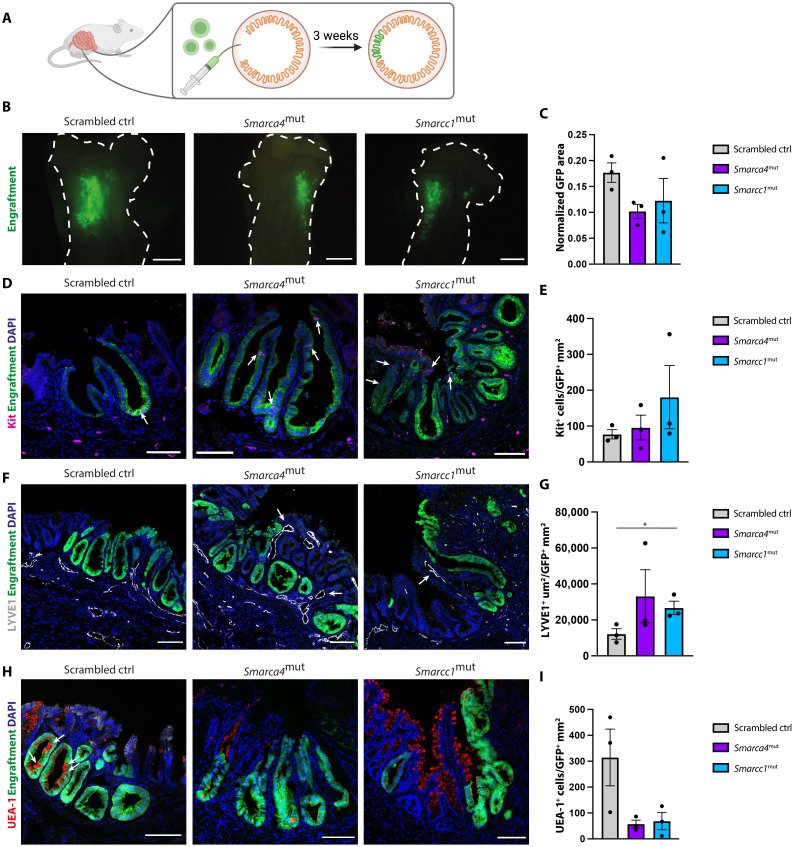
*Smarca4*^mut^ and *Smarcc1*^mut^ fetal organoids obtain an adult-like small intestinal phenotype upon colonic engraftment. (**A**) Schematic of transplantation assay. (**B**) Epi-fluorescence images of representative engrafted areas (GFP, green) in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ (*n* = 3 per organoid line). The dotted line indicates the colonic outline. Scale bars, 4 mm. (**C**) Quantification of engrafted GFP^+^ area in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ normalized to scrambled control engraftment. *n* = 3, error bars indicate SEM. No statistical significance in differences between groups. (**D**) Immunofluorescence staining of Kit (CD117) (red) and DAPI (blue) in engrafted GFP^+^ (green) tissue of scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^. Scale bars, 100 μm. (**E**) Quantification of CD117^+^ (Kit^+^) cells per GFP^+^ area in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ engrafted tissue. *n* = 3 and error bars indicate SEM. No statistical significance in differences between groups. (**F**) Immunofluorescence staining of LYVE1 (gray) and DAPI (blue) in engrafted GFP^+^ (green) tissue of scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^. Scale bars, 100 μm. (**G**) Quantification of LYVE1^+^ area per GFP^+^ area in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ engrafted tissue. *n* = 3 and error bars indicate SEM. *P < 0.05, Student’s *t* test. (**H**) Immunofluorescence staining of *Ulex Europaeus* agglutinin 1 (UEA-1) lectin (red) and DAPI (blue) in engrafted GFP^+^ (green) tissue from scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ lines. Scale bars, 100 μm. (**I**) Quantification of UEA-1^+^ cells per GFP area in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ engrafted tissue. *n* = 3 and error bars indicate SEM. No statistical significance in the difference between groups.

Previous transplantation experiments using organoids derived from the adult small intestine and colon have shown that the cellular identity of the engrafted material is restricted to the parental tissue origin of the transplanted cells (*25*–*27*). In contrast, engraftments of organoids derived from the fetal small intestine display features characteristic of the adult colon suggesting that these cells are not in the same manner regionally restricted (*14*). In line with previous observations (*14*), SCA1 expression is lost following the engraftment of both control and mutated cell lines (fig. S4). A feature discriminating the adult small intestine and colon is the organization of intestinal lymphatic vessels. In the adult small intestine, lymphatic LYVE1^+^ lacteals extend along the crypt-villus axis to the villus tip, whereas, in the adult colon, the lymphatic vessels are absent in the lamina propria between crypts and are instead organized as a plexus beneath the crypt base (*28*). Hence, the pattern of LYVE1^+^ lymphatic vessels can be used to probe the tissue identity of the engrafted material (*27*). Examination of the LYVE1^+^ patterns of lymphatic infiltration in GFP^+^-engrafted regions revealed that the transplanted *Smarca4*^mut^ and *Smarcc1*^mut^ lines had enhanced capacity to instruct their neighborhood and stromal tissues toward a small intestinal–like phenotype when compared to scrambled controls (Fig. 4, F and G).

To characterize the differentiation potential and the state of maturation of the engrafted cells, the engrafted material was stained for markers of differentiated cells with distinct expression patterns between the adult small intestine and colon. *Ulex Europaeus* agglutinin 1 (UEA-1) lectin recognizes sugar moieties on the surface of secretory cells with much higher cell numbers detected in the adult colon than in the adult small intestine (*29*). The engrafted scrambled control GFP^+^ areas contained more UEA-1^+^ cells when compared to regions of engrafted *Smarca4*^mut^ and *Smarcc1*^mut^ cells (Fig. 4, H and I). This demonstrates that the scrambled control cells acquired an identity that was similar to the recipient colonic epithelium upon engraftment. Markers for the adult small intestine, OLFM4, and colon, SATB2 (*30*), could not be detected in engrafted material across the three genotypes, suggesting that the engrafted cells had not undergone a complete maturation (fig. S4). We speculate that this is due to unresolved tissue damage, which is evident by the change in tissue architecture. Collectively, this suggests that SMARCA4 and SMARCC1 are important for safeguarding the fetal state and that SMARCA4 and SMARCC1 would normally impose an epigenetic barrier in fetal cells toward maturation.

### Smarca4/Smarcc1 maintain a Yap1-driven fetal-like state in intestinal progenitors

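Bulk RNA was sequenced from the scrambled control, Smarca4mut and Smarcc1mut lines with 2 libraries each. The authors' table holds read counts per gene, with 22218053 to 24901335 counts per library. The genotype field of a Smarca4mut library names a Smarcc1 sgRNA and that of a Smarcc1mut library a scrambled one, and the mapping follows their titles, which give 2 libraries per genotype. Counts were scaled by TMM, 13621 genes were tested with edgeR's quasi-likelihood test, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. On simulated data, 52.2% of genes changed by 1 on the log2 scale in Smarca4mut and 49.3% in Smarcc1mut were recovered. Of the targeted genes, Smarcc1 (chromosome 9, 110132024 to 110240178, mm10) had 193 ± 18.0 CPM (SD, n = 2) in controls, 165 ± 13.4 in Smarca4mut and 90.0 ± 1.596 in Smarcc1mut, where it fell by 1.097 on the log2 scale (standard error 0.11, adjusted p = 0.00913). That call ended without control replicate 1 (-0.998) or 2 (-1.19) or Smarcc1mut replicate 1 (-1.06). Smarca4 (chromosome 9, 21616169 to 21704230) had 235 ± 9.24, 152 ± 72.5 and 238 ± 2.05, and its log2 fold change of -0.63 in Smarca4mut did not pass the test (adjusted p = 0.185). An sgRNA cuts DNA, so the level of its target RNA need not fall. Of 23 tested genes of SWI/SNF subunits, 1 rose and 1 fell in Smarca4mut (0 and 0 adjusted over the list alone) and 1, Smarcc1 itself, fell in Smarcc1mut (also 1 adjusted over the list alone). Those called in Smarca4mut were Smarcd3 (0.90) and Dpf1 (-1.91), both accessory subunits.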

To gain a deeper understanding of the molecular characteristics of the cell state imposed by disrupting *Smarca4* and *Smarcc1*, we performed bulk RNA-seq of the mutated lines along with the scrambled controls. The initial principal components analysis (PCA) revealed that the *Smarca4*^mut^ and *Smarcc1*^mut^ lines were distinct from the scrambled controls and clustered along principal component 1 (Fig. 5A). Thus, mutating *Smarca4* or *Smarcc1* enforces similar transcriptional changes. This was also evident upon analysis of DEGs between the three genotypes, where mutating *Smarca4* or *Smarcc1* led to the altered expression of many identical genes when compared to the scrambled controls (Fig. 5, B and C). This included the reduced expression of several markers of the fetal-like state beyond *Ly6a* (SCA1) (*14*, *15*) including *Anxa1* and *Tacstd2* (TROP2) (Fig. 5B). Moreover, when compiling signatures of genes up- or down-regulated in *Smarca4*^mut^ or *Smarcc1*^mut^ lines and integrating these signatures with the wild-type (WT) scRNA-seq dataset, it was evident that the genes down-regulated upon disruption of *Smarca4* or *Smarcc1* were predominantly expressed in FEnS (Fig. 5D). In contrast, genes up-regulated following *Smarca4* and *Smarcc1* disruption were expressed in adult cells of the secretory, enterocyte, and stem cell lineage (Fig. 5D). This lends further support to the function of SMARCA4 and SMARCC1 in maintaining an epigenetic barrier toward maturation in fetal immature cells.

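The mutant lines separated from the controls along component 1 of the principal components, computed on the 500 most variable genes, which held 81.4% of the variance. Both control libraries lay at -53.8, the Smarca4mut libraries at 44.2 and 36.6, and the Smarcc1mut libraries at 22.5 and 4.31. Component 2, with 8.69%, set the mutants apart, with Smarca4mut at 11.9 and 13.9, Smarcc1mut at -20.2 and -15.2 and controls at 3.50 and 6.11. Among the genes with the largest differences from the controls in both mutants were Tnik, which encodes a kinase of Wnt signaling (5.65 in Smarca4mut and 5.96 in Smarcc1mut on the log2 scale), and the interferon-induced Ifitm1 (-7.88 and -6.01). Tnik (chromosome 3, 28263214 to 28670585) had 0.646 CPM in controls, 32.6 in Smarca4mut and 40.5 in Smarcc1mut. Ifitm1 (chromosome 7, 140967429 to 140969827) had 111, 0.466 and 1.73. The goblet cell gene Clca1 fell by 7.87 (-6.61 in Smarcc1mut), with 0 and 5 counts in the Smarca4mut libraries.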

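Both mutant lines differed from the controls in many genes, and largely in the same direction. In Smarca4mut 1202 genes rose and 1404 fell, and in Smarcc1mut 868 rose and 927 fell. Of these, 690 rose and 745 fell in both, where independent lists of these sizes would share 76.6 and 95.6. Sptssb was the 1 gene called in opposite directions, at 1.20 in Smarca4mut and -0.56 in Smarcc1mut. Over the 1435 genes called in both, the median absolute log2 fold change was 1.36 in Smarca4mut and 1.26 in Smarcc1mut, and 916 had the smaller change in Smarcc1mut. Across genes, which are not independent replicates, the fold changes had a correlation of 0.839 and a covariance of 1.07. As both mutants are compared with the same 2 controls, 40 simulations without any effect were run, which gave a correlation of 0.494, a covariance of 0.0722 and a mean overlap of 0.075 and 0.025 genes. Part of the excess may come from the shared controls, as they are too few to be split. The descriptions of both control libraries carry the word high and those of the mutants do not. If this means a sort on SCA1, both mutants would share that difference. It cannot be told apart from the mutations here. The numbers of called genes fell in both mutants when either control replicate was left out. Those in Smarcc1mut also fell without either of its own replicates. Each such fit leaves 1 library in a group and removes a degree of freedom for the error. The falls therefore do not show that a single library carries the result.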

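Part of the fetal state markers were lower in both mutants. Ly6a had 681 ± 163 CPM (SD, n = 2) in controls, 15.5 ± 6.29 in Smarca4mut and 69.4 ± 46.4 in Smarcc1mut, so that it fell by 5.46 (standard error 0.61, adjusted p = 0.00638) and by 3.29 (0.55, adjusted p = 0.0200) on the log2 scale. Anxa1 (chromosome 19, 20373434 to 20390671, mm10) had 730 ± 98.2, 283 ± 23.7 and 421 ± 16.9, and fell by 1.37 (adjusted p = 0.00513) and 0.79 (adjusted p = 0.0200). The tight junction gene Cldn4 fell by 4.56 and 2.303. Of 18 fetal state markers, listed before the counts were read, 9 fell and 1 rose in Smarca4mut (10 and 1 adjusted over the list alone), and 7 fell and 1 rose in Smarcc1mut (8 and 1 adjusted over the list alone). The gap junction gene Gja1 was the marker that rose, by 0.58 and 0.80, and Clu had 0.35 and 0.33 and was not called. As a set, tested with fry for movement on balance in one direction, the markers were lower in Smarca4mut (adjusted p = 0.0322) and did not pass in Smarcc1mut (adjusted p = 0.0908). Camera, which compares a set with other genes, called them lower in both at its preset correlation (adjusted p = 0.000277 and 0.0225) and in neither with an estimated correlation (adjusted p = 0.590 and 0.718). Some of these markers were named by the paper from the same lines. Keratins and other markers of squamous and gastric epithelium fell along with them, 5 of 6 in both mutants (5 in Smarca4mut and 6 in Smarcc1mut adjusted over the list alone), among them Krt6a (-5.83 and -2.92) and Krt14 (-4.86 and -2.76). That set was lower in Smarca4mut (adjusted p = 0.0250; by camera 0.00542 at its preset and 0.590 with an estimated correlation) and in Smarcc1mut (adjusted p = 0.0374; by camera 0.00234 and 0.648). The fetal set was no longer called in Smarca4mut without control replicate 1 (adjusted p = 0.0892) or 2 (0.0981), Smarca4mut replicate 1 (0.0795) or Smarcc1mut replicate 1 (0.0558) or 2 (0.0644), and the squamous and gastric set was not called whichever library was left out (0.0546 to 0.133 over both mutants). The descriptions of both control libraries carry the word high and those of the mutants do not, and as the paper describes sorting such lines on SCA1, a sort on the product of Ly6a may bear on its fall. Ly6a kept its direction without any 1 library, but was not called in Smarcc1mut without control replicate 1 (-3.52) or 2 (-3.02) or Smarcc1mut replicate 1 (-2.72).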

**Fig. 5.**
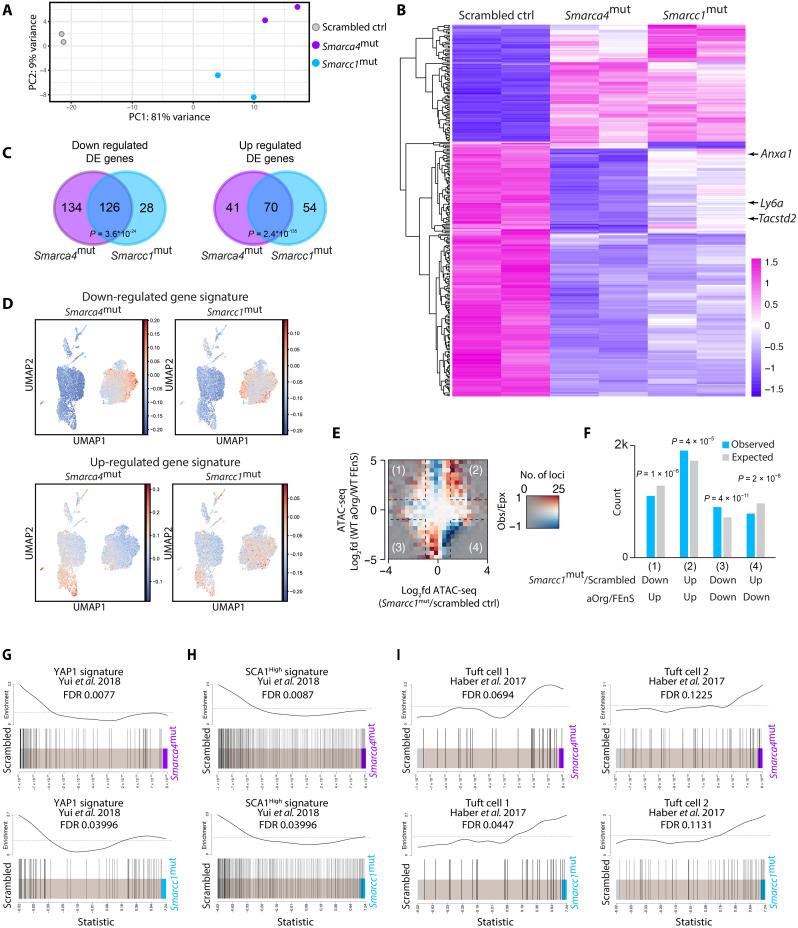
Mutations in *Smarca4* or *Smarcc1* induce similar maturation-associated transcriptional changes. (**A**) PCA plot of RNA-seq data from scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ fetal organoids in biological duplicates. (**B**) Heatmap of DEGs between scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ fetal organoids in biological duplicates (LFC >0.5; FDR <0.05). Expression of fetal-like markers *Ly6a* (SCA1), *Anxa1*, and *Tacstd2* (TROP2) is indicated by arrows. (**C**) Venn diagram of DEGs in *Smarca4*^mut^ and *Smarcc1*^mut^ fetal organoids compared to scrambled control (log_2_FC >0.5; FDR <0.05). Fisher’s exact test was used to calculate significance. (**D**) UMAP showing relative enrichment of genes down-regulated (top) and up-regulated (bottom) (LFC >0.5; FDR <0.05) in *Smarca4*^mut^ (left) and *Smarcc1*^mut^ (right) organoids compared to scrambled controls on scRNAseq data from wild-type (WT) FEnS and aOrgs (see Fig. 1B). (**E**) Matrix of the log_2_ fold differences in observed versus expected occurrences of loci in *Smarcc1*^mut^ organoids versus scrambled control fetal organoids (*x* axis) compared to assay for transposase-accessible chromatin sequencing (ATAC-seq) regions in WT control fetal and aOrgs (*y* axis) at enhancer regions (*n* = 57,353). Opacity is adjusted according to the number of loci with a given combination of ATAC-seq changes. The red color indicates more changes than expected, and the blue color indicates fewer changes than expected. (**F**) Bar plot of observed counts (blue) and expected counts (gray) of changed loci in the four squares of the matrix plot was shown in (E). *P* values from Bonferroni-corrected chi-square tests are indicated. (**G** and **H**) Gene set enrichment analysis (GSEA) of the YAP1-driven signature from the growth of aOrg in collagen versus Matrigel (G) or SCA1^High^ versus SCA1^Low^ cells from an in vivo model of experimental colitis (H) from Yui *et al*. (*17*), enriched in the transcriptome of the scrambled control line versus *Smarca4*^mut^ (top) or *Smarcc1*^mut^ (bottom). FDR value for negative enrichment in the mutant lines is indicated. (**I**) GSEA of two tuft cell gene sets from Haber *et al*. (*31*), enriched in the transcriptome of scrambled control lines versus *Smarca4*^mut^ (top) or *Smarcc1*^mut^ (bottom). FDR value for positive enrichment in the mutant lines is indicated.

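Chromatin accessibility was read from the authors' raw ATAC-seq counts in 57362 organoid enhancers, each quantified in a 1-kb window. There are 2 libraries each of Smarca4mut and Smarcc1mut, 4 of scrambled controls and 2 of wild-type aOrg. The control libraries are labelled low (2) and high (2) without naming the quantity, and the descriptions of all 4 mutant libraries say low too. The paper's methods describe sorting mutant lines by low and high SCA1, and the labels do not say whether this is meant. Low and high controls are numbered alike, and the paper's methods describe duplicate lines of scrambled controls. The 4 controls, tested as 4 samples, would then come from 2 lines. As for other labels, the genotype field of a library of each mutant names another sgRNA than its title, which was followed. The mutant and control libraries held 863970 to 1071206 counts in enhancers and the aOrg libraries 2373883 to 2541778. As in the paper, enhancers above the 0.9 fractile in at least 2 of the 8 mutant and control libraries were kept, which left 7492. The mutants were tested against all 4 controls with edgeR's quasi-likelihood test at an adjusted p under 0.05. For the comparison with aOrg, mutants were set against the low controls and aOrg against the high controls, so that no library stood on both axes. Simulated changes of 1 on the log2 scale were recovered in 39% of 100 enhancers in Smarca4mut and 41% in Smarcc1mut, and changes of 2 in 96% and 91%. Between 53.1% and 64.3% of the nonzero counts of a library were even numbers.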

As the canonical function of the SWI/SNF complex is nucleosomal positioning and controlling chromatin accessibility, we profiled the landscape of accessible chromatin in *Smarca4*^mut^, *Smarcc1*^mut^, and scrambled control lines by assay for transposase-accessible chromatin sequencing (ATAC-seq). ATAC-seq combined with cap analysis gene expression sequencing (CAGE-seq) using WT FenS and aOrgs has identified significant differences in chromatin accessibility and enhancer activity between the two cell states (fig.S4A) (*19*). This constituted a blueprint for assessing chromatin accessibility changes upon mutating *Smarca4* and *Smarcc1* when compared to the scrambled controls. When quantifying the genomic regions gaining accessibility in *Smarcc1*^mut^ cells compared to scrambled controls, we found a significant increase in regions that were enriched in aOrgs as compared to FEnS (Fig. 5, E and F). Similarly, regions with less ATAC signal in aOrgs compared to FEnS also displayed lower signal in *Smarcc1*^mut^ cells when compared to the scrambled controls (Fig. 5, E and F). This effect could also be observed in the *Smarca4*^mut^ lines, although less pronounced than in the *Smarcc1*^mut^ lines (fig. S4, B and C).

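Few single enhancers gained accessibility in Smarcc1mut. Of 7492 enhancers, 5 were higher and 17 lower than in the controls at an adjusted p under 0.05, and 740 had an unadjusted p under 0.05. An intergenic enhancer nearest to Triml2, on chromosome 8 from 43179039 to 43180039 (mm10), had 36.8 ± 6.35 CPM (SD, n = 2) in the low controls, 38.6 ± 11.8 in the high controls and 149 ± 1.18 in Smarcc1mut. It rose by 1.98 on the log2 scale (standard error 0.28, adjusted p = 0.0163). An enhancer in an intron of the phosphatase gene Ptprm (chromosome 17, 67304450 to 67305450) rose by 2.86 (adjusted p = 0.0244) and was also higher in aOrg than in the high controls (2.91). An enhancer in an intron of Cps1, of the urea cycle (chromosome 1, 67125040 to 67126040), rose by 1.26 (adjusted p = 0.0348). Of the 5 higher enhancers, 1 was higher and 1 lower in aOrg. Taking enhancers with an absolute log2 difference over 1 on both axes, 23 were higher in both Smarcc1mut and aOrg (25.6 expected from the margins) and 45 were higher in Smarcc1mut but lower in aOrg (34.0 expected). The counts of called enhancers moved with the controls. They were 0 and 0 with only the high controls and 7 and 2 with only the low ones. They were 0 and 0 without low control replicate 2, and 18 and 31 without high control replicate 1. The counts also fell when either Smarcc1mut library was left out, a fit with 1 Smarcc1mut library. With a replicate block they were 16 and 47, with DESeq2 16 and 54, and with the low and high controls of the same number summed, an alternative added after the values were seen, 0 and 0.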

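The enhancers called lower in Smarcc1mut numbered 17. Of these, 16 (94.1%) were also lower in aOrg than in the high controls, which are among the controls of both comparisons, and 34.8% of all tested enhancers were lower in aOrg. In 40 simulations without any mutant effect, the 17 lower enhancers with the smallest p held 7 to 16 that were lower in aOrg, with a mean of 10.7, so the shared controls alone can reach the observed number. An enhancer in an intron of the adaptor gene Pag1 (chromosome 3, 9753512 to 9754512, mm10) fell by 1.76 (standard error 0.29, adjusted p = 0.0244) and had -2.84 in aOrg. An enhancer in an intron of Npepl1, an aminopeptidase gene (chromosome 2, 174116774 to 174117774), fell by 1.21 (adjusted p = 0.0244) and had -2.64 in aOrg. With no library on both axes, 99 enhancers were lower in both Smarcc1mut and aOrg (59.0 expected) and 41 were lower in Smarcc1mut but higher in aOrg (44.4 expected). With duplicate lines, as the paper describes, low and high controls of 1 number would be of the same line. Their replicate deviations had a correlation of 0.294, and the axes would then still share lines. The odds ratio over the 4 groups was 1.23 (chi-square p = 0.506 over enhancers, which are not independent), and 0.227 to 3.84 in the simulations, which take the 4 controls as independent. Its direction turned at an absolute difference over 0.5 (0.897), by sign (0.851) and without Smarcc1mut replicate 1 (0.664), and it was 2.60 without high control replicate 1. It was 11.7 when mutants were set against the high controls and aOrg against the low ones. Enhancers at Anxa1 (intron, chromosome 19, 20389163 to 20390163) and Dclk1 (intron, chromosome 3, 55247992 to 55248992) had log2 fold changes of 0.51 and -0.07 and were not called. From the changed regions the paper states that Smarcc1mut cells gain signal where aOrgs have more of it than FEnS and lose signal where aOrgs have less.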

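In Smarca4mut, 1 enhancer passed the test. The enhancer nearest to Triml2 had 139 ± 23.3 CPM (SD, n = 2) and rose by 1.87 (standard error 0.28, adjusted p = 0.0372), while 0 enhancers were lower with edgeR, and 430 had an unadjusted p under 0.05. DESeq2 called 7 higher and 7 lower, a replicate block 3 and 1, and the fit with low and high controls of the same number summed, added after the values were seen, 0 and 0. The Cps1 intron enhancer had a log2 fold change of 1.24 (adjusted p = 0.158), and the Pag1 intron enhancer -1.37 (adjusted p = 0.169). With an absolute log2 difference over 1 on both axes, 14 enhancers were higher in both Smarca4mut and aOrg (20.2 expected) and 30 lower in both (24.3 expected), while 39 were higher in Smarca4mut but lower in aOrg (26.9 expected) and 22 the reverse (18.3 expected). This is an odds ratio of 0.490 (chi-square p = 0.0863). It was 6.46 with the high controls for the mutant and the low ones for aOrg. It was 0.174 without Smarca4mut replicate 2 and 1.54 without its replicate 1. The replicate deviations of the high controls and Smarca4mut had a correlation of 0.490. Without high control replicate 1, 6 enhancers were higher and 1 lower, and without any other single mutant or control library 0 were higher. Between Smarcc1mut and Smarca4mut 0 enhancers passed edgeR's test and 289 had an unadjusted p under 0.05.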

To gain insight into how *Smarca4* or *Smarcc1* facilitates an adult-like maturation, we performed gene set enrichment analysis (GSEA) using a number of transcriptional signatures associated with the fetal and adult states. We have previously demonstrated that the two transcriptional regulators downstream of mechano-sensing YAP1 and TAZ play key roles in reprogramming epithelial cells into a fetal-like state during regeneration (*17*) and that YAP1 is an essential gatekeeper of the immature state in FEnS (*19*). 

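Targets of YAP, the transcriptional coactivator of the Hippo pathway, moved in both directions in the mutants. Igfbp3 (chromosome 11, 7206086 to 7213923, mm10), which encodes a binding protein of insulin-like growth factors, fell by 6.73 (standard error 0.18, adjusted p = 0.000204) in Smarca4mut and by 2.96 (0.14, adjusted p = 0.00401) in Smarcc1mut. Ctgf (chromosome 10, 24595442 to 24598683), a matricellular protein gene, had 682 ± 34.2 CPM (SD, n = 2) in controls, 86.6 ± 11.9 in Smarca4mut and 324 ± 27.4 in Smarcc1mut, and fell by 2.98 (adjusted p = 0.00173) and 1.07 (adjusted p = 0.0119). Tgfb2, which encodes a growth factor, rose by 1.43 (adjusted p = 0.0394) and 2.23 (adjusted p = 0.0191). Yap1 itself had log2 fold changes of -0.27 (adjusted p = 0.0790) and -0.10 (adjusted p = 0.453). Of 22 YAP target genes, 5 fell and 2 rose in Smarca4mut (6 and 4 adjusted over the list alone), with a median of -0.23. In Smarcc1mut 3 fell and 3 rose (3 and 5 adjusted over the list alone), with a median of -0.07, a mean of 0.19 and a direction of lower by fry. The set was lower in Smarca4mut by fry (adjusted p = 0.0322; by camera 0.101 at its preset and 0.754 with an estimated correlation) and did not pass in Smarcc1mut (adjusted p = 0.338). The call in Smarca4mut ended whichever library was left out (adjusted p from 0.0558 without Smarcc1mut replicate 1 to 0.288 without control replicate 2). In Smarcc1mut, Igfbp3 was not called without control replicate 1 (-3.08) or 2 (-2.83), nor Ctgf (-1.02 and -1.12, and -0.97 without Smarcc1mut replicate 1).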

We detected significant enrichment of YAP1-driven signatures in scrambled control lines compared to *Smarca4*^mut^ and *Smarcc1*^mut^ lines (Fig. 5, G and H), demonstrating that mutating *Smarca4* and/or *Smarcc1* decreases the activity of YAP1-driven transcriptional programs. To uncover the nature of the proposed differentiated cell types emerging following decreased YAP1-activity, we performed GSEA using signatures associated with the distinct differentiated cell types in the adult small intestinal epithelium (Fig. 5I and fig. S5D) (*31*). 

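Genes of tuft cells were raised in part. Pou2f3, the transcription factor that specifies tuft cells (chromosome 9, 43123939 to 43205755, mm10), had 3.19 ± 0.288 CPM (SD, n = 2) in controls, 14.4 ± 5.79 in Smarca4mut and 11.7 ± 0.995 in Smarcc1mut, and rose by 2.17 (adjusted p = 0.0102) and 1.87 (adjusted p = 0.0200). Dclk1, a kinase gene used as a tuft cell marker (chromosome 3, 55242526 to 55539068), had 71.3 ± 6.23, 215 ± 112 and 319 ± 126, and rose by 1.59 (adjusted p = 0.0460) and 2.16 (adjusted p = 0.0288). In the scRNA-seq values Dclk1 was above 0 in 40.3% and 50.5% of the cells of the control lines, while 0.203% and 0.0612% of them were tuft-like, so its level is not one of tuft cells alone. Il17rb, the receptor for IL-25, fell by 2.07 (adjusted p = 0.0305) in Smarca4mut. Of 21 tested tuft cell markers, 2 rose and 1 fell in each mutant. Adjusted over the list alone, 1 rose and 1 fell in Smarca4mut, and 10 rose and 2 fell in Smarcc1mut. The median log2 fold change was 1.04 in Smarca4mut and 1.85 in Smarcc1mut, and the set did not pass fry in either (adjusted p = 0.527 and 0.268). Camera called it higher in Smarcc1mut at its preset correlation (adjusted p = 0.0318; adjusted p = 0.7498 with an estimated correlation). Of 17 goblet cell markers, 4 fell and 2 rose in Smarca4mut (5 and 2 adjusted over the list alone) and 4 fell and 1 rose in Smarcc1mut (4 and 1 adjusted over the list alone), Agr2, a secretory chaperone gene, among those that fell in both (-2.85 and -3.55). That set did not pass fry (adjusted p = 0.0974 and 0.0650). The 2 enteroendocrine markers counted were Cpe, which fell in Smarca4mut (-2.67), and Insm1 (-3.77, not called), and both passed adjusted over the list alone in each mutant. The set was lower in Smarca4mut (adjusted p = 0.0322; by camera 0.122 at its preset and 0.654 with an estimated correlation), a call that ended without control replicate 1 (0.0892) or 2 (0.0959) or Smarcc1mut replicate 1 (0.0558) or 2 (0.0769), and did not pass in Smarcc1mut (adjusted p = 0.0650). Of 9 enterocyte markers, 1 rose and 1 fell in Smarca4mut (adjusted p = 0.863 by fry) and 1 fell in Smarcc1mut (adjusted p = 0.391), the same numbers adjusted over the list alone. Without control replicate 1 or 2, Pou2f3 was not called in Smarca4mut (2.27 and 2.08) or in Smarcc1mut (1.97 and 1.78). Dclk1 was not called in Smarca4mut without 5 of the 6 libraries, from 0.94 without Smarca4mut replicate 1 to 1.69 without control replicate 2.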

Here, we detected significant enrichment of tuft cell–associated signatures in the *Smarcc1*^mut^ lines versus scrambled controls, and a similar tendency toward the enrichment of tuft cell–associated genes in the *Smarca4*^mut^ line (Fig. 5I).

Collectively, these results suggest that the *Smarca4*^mut^ and *Smarcc1*^mut^ lines exhibit transcriptional and epigenetic signatures distinct from their fetal-like origin, transitioning toward an adult-like state associated with decreased activity of YAP1-dependent transcriptional programs and enhanced propensity to generate tuft-like cells, further highlighting the role of SMARCA4 and SMARCC1 in safeguarding the fetal state.

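From these RNA and chromatin data the paper proposes that both mutant lines leave their fetal-like origin for an adult-like state with less YAP1-dependent transcription and a greater tendency to form tuft-like cells. Between the mutants themselves, 5 genes were higher and 2 lower in Smarcc1mut than in Smarca4mut with edgeR, 1509 having an unadjusted p under 0.05. These counts depend on the tool and the libraries, being 295 and 87 with DESeq2, 77 and 28 without Smarca4mut replicate 2, and 0 and 0 without either control replicate.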

### Enhanced tuft cell differentiation upon Smarca4 or Smarcc1 disruption

Although we detected transcriptional and epigenetic changes associated with a more mature state in the *Smarca4*^mut^ and *Smarcc1*^mut^ organoids compared to controls, the changes were not associated with a full conversion into budding organoids. To address the repertoire of adult-like cell types generated in vitro upon mutating *Smarca4* and *Smarcc1* at the single-cell level, we performed scRNA-seq of the scrambled controls, *Smarca4*^mut^, and *Smarcc1*^mut^ along with aOrgs. 

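Single-cell RNA values of the mutant lines came as normalized natural log values from the authors, with the line given in each cell's name. There were 1477 and 1635 cells in the 2 scrambled control lines, 3670 and 3981 in the Smarca4mut lines and 2217 and 2255 in the Smarcc1mut lines. Of the gene columns, 19 fixed beforehand were read, and cells were classed as for the wild-type cultures. The replicate is the line, so means per line (n = 2) were compared with limma on the 19 genes. Depth per cell was read from genes outside the tuft markers that few cells hold, whose lowest values are taken as the weight of 1 read, larger in a cell with fewer reads. This measure was chosen after the values were seen and after others were tried, and by the median a gene not reported here went the other way, so differences in depth between the lines are left open. Where Lgr5 was above 0, the lower quartile of its normalized value (the exponential less 1) was 0.534 and 0.552 in control lines, 0.569 and 0.596 in Smarca4mut and 0.8291 and 0.899 in Smarcc1mut. For the proliferation gene Mki67 it was 0.655 and 0.575, 1.13 and 0.941, and 1.02 and 0.993.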

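Fetal marker levels per cell dropped in the mutants for some genes only. The mean natural log value of Ly6a fell by 1.55 in Smarca4mut (adjusted p = 0.0151, limma) and by 1.71 in Smarcc1mut (adjusted p = 0.00456). Clu, which encodes clusterin, fell by 0.955 in Smarca4mut (adjusted p = 0.0155), and Anxa1 had 0.0616 in Smarca4mut and 0.268 in Smarcc1mut and was not called. In bulk RNA-seq Anxa1 was instead called lower in both mutants, and Clu was slightly higher and not called. The assays thus differ on Anxa1 and Clu, and the cause was not tested. Cells with Ly6a, Anxa1 and Clu all above 0 were 88.4% and 92.4% in the control lines, 12.1% and 28.4% in Smarca4mut and 11.3% and 7.76% in Smarcc1mut. Anxa1 and Clu were above 0 in 92.8% to 99.2% of the cells of each mutant line, and Ly6a in 7.85% to 29.7% against 90.1% and 93.5% in the control lines, so the share fell through Ly6a. In Smarca4mut 4 genes fell and 0 rose with limma, 6 having an unadjusted p under 0.05. Those that fell included Smarca4 itself (-0.133, adjusted p = 0.0151) and the stem cell marker Olfm4 (-0.0459, adjusted p = 0.0245). Smarcc1 had -0.253 in Smarca4mut and -0.267 in Smarcc1mut and was called in neither (adjusted p = 0.321 and 0.143, limma). In Smarcc1mut 3 genes rose and 2 fell, 8 having an unadjusted p under 0.05. Those that rose were Chgb, of enteroendocrine granules (0.0535, adjusted p = 0.00179), Olfm4 (0.0918, adjusted p = 0.00456) and the tuft cell gene Rgs13 (0.0551, adjusted p = 0.0495). Olfm4 was lower, and not called, in bulk RNA-seq of Smarcc1mut. The goblet cell gene Spink4 fell by 0.625 in Smarcc1mut (adjusted p = 0.0129). Without Smarca4mut line 1, 0 genes were lower in Smarca4mut, and among fetal-like cells alone 2 were. Rgs13 in Smarcc1mut had -0.000965 among fetal-like cells alone. Tuft-like Smarcc1mut cells all lacked Ly6a, so this subset left them out by rule and could not show a rise through them.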

While most cells from the *Smarca4*^mut^ and *Smarcc1*^mut^ lines still clustered with the scrambled controls (Fig. 6A), we observed that a fraction of cells from the two mutant lines clustered together with adult tuft cells (Fig. 6, B and C, and fig. S6A), in line with our previous GSEA (Fig. 5H). These tuft cells could also be detected in our *Smarca4*^mut^ and *Smarcc1*^mut^ fetal organoids using three-dimensional (3D) immunofluorescence against the tuft cell marker DCLK1 (Fig. 6D). 

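Tuft-like cells of the fetal-derived lines had Kit in a minority and Ly6a almost nowhere. Over the 6 lines there were 106 tuft-like cells, of which 20 (18.9%, exact interval 11.9% to 27.6%) had Kit above 0 and 2 (1.89%, 0.229% to 6.65%) had Ly6a. By genotype, Kit was above 0 in 2 of 4 tuft-like control cells, 0 of 18 in Smarca4mut and 18 of 84 (21.4%) in Smarcc1mut. A count of 0 of 18 allows a share of up to 16.7%, a limit on cells with a detected read and not on cells that express the gene. Ly6a was above 0 in 2 of 4, 0 of 18 and 0 of 84, the last of which allows up to 3.57%. Cells that were not tuft-like had Kit in 0.161%, 0.0131% and 0.0684% and Ly6a in 91.9%, 21.6% and 10.1% in controls, Smarca4mut and Smarcc1mut. The fetal markers Anxa1 and Clu were above 0 in 93.4% and 75.5% of the tuft-like cells, and Dclk1 in 58.5%, against 45.7%, 38.9% and 56.5% of the cells that were not tuft-like in controls, Smarca4mut and Smarcc1mut. Muc2 was above 0 in 0 of 106, which allows up to 2.83%.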

Similar to the identification of adult-like fetal cells in our scRNA-seq data from WT FEnS and aOrg (Fig. 1, B and C), the cells in the cluster expressing the tuft cell signature (fig. S6B) also expressed *Kit* but were negative for *Ly6a* expression (Fig. 6E). Looking at the proportion of fetal organoid-derived cells in the tuft cell cluster, most of these adult-like cells were derived from the *Smarca4*^mut^ and *Smarcc1*^mut^ lines (Fig. 6F). Moreover, we observed a significant reduction in the expression of the entire fetal transcriptional regulator signature (Fig. 6G) and YAP1-driven signatures (fig. S6C) in the *Smarca4*^mut^ and *Smarcc1*^mut^ lines compared to scrambled controls. 

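Tuft-like cells were more frequent in the Smarcc1mut lines. They made up 1.26% (28 cells, exact interval 0.841% to 1.82%) and 2.48% (56 cells, 1.88% to 3.21%) of the 2 Smarcc1mut lines, with a mean of 1.87% ± 0.863 (SD, n = 2 lines). In the Smarca4mut lines the shares were 0.218% (8 cells) and 0.251% (10 cells), with a mean of 0.235% ± 0.0235. In the control lines they were 0.203% (3 cells) and 0.0612% (1 cell), with a mean of 0.132% ± 0.100. The means were 14.2 times the control mean in Smarcc1mut and 1.78 times in Smarca4mut. These ratios rest on 4 tuft-like control cells and depend on which control line is used, as their shares differ (0.203% and 0.0612%). Both mutants' lines lay above both control lines, which gives an exact permutation p of 0.333 (two-sided), the smallest that 6 arrangements of 2 lines against 2 allow. From the origin of the cells in the tuft cell cluster, the paper states that most of them came from mutant lines. With at least 2 or 4 markers, settings added after the values were seen, the mean share was 0.421% or 0.0649% in Smarca4mut, 2.57% or 1.45% in Smarcc1mut and 0.197% or 0.102% in the controls. With 4, Smarca4mut thus lay below the control mean, the control lines having 0.203% and 0%.

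**Figure D2:**
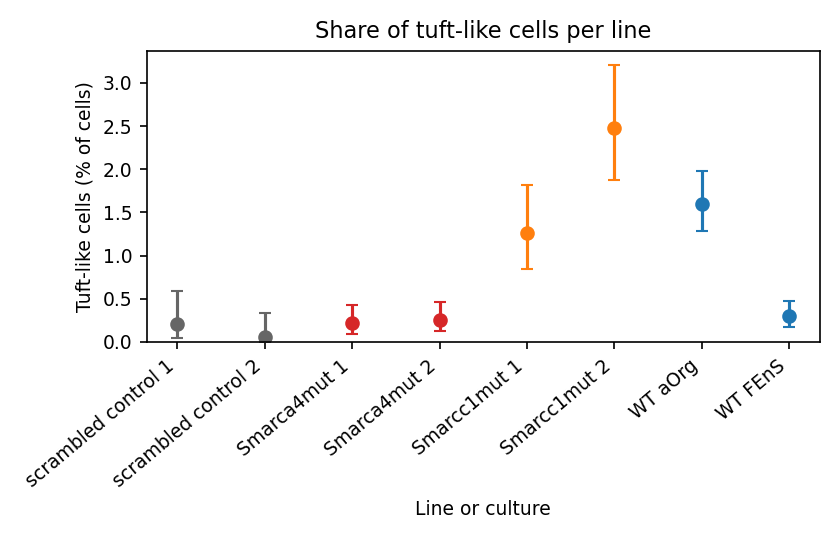
Share of tuft-like cells in percent of all cells (vertical axis) in each line of the scrambled controls and mutants and in each wild-type culture (horizontal axis), with exact 95% intervals as bars. The Smarcc1mut lines sit at 1.26% and 2.48%, above the other fetal-derived lines, and wild-type aOrg sits at 1.603%.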

Analyzing the transcriptional similarity furthermore revealed that the tuft cells derived from the mutant lines were transcriptionally similar to adult cells, suggesting that these cells have transitioned into an adult-like state (Fig. 6H).

**Fig. 6.**
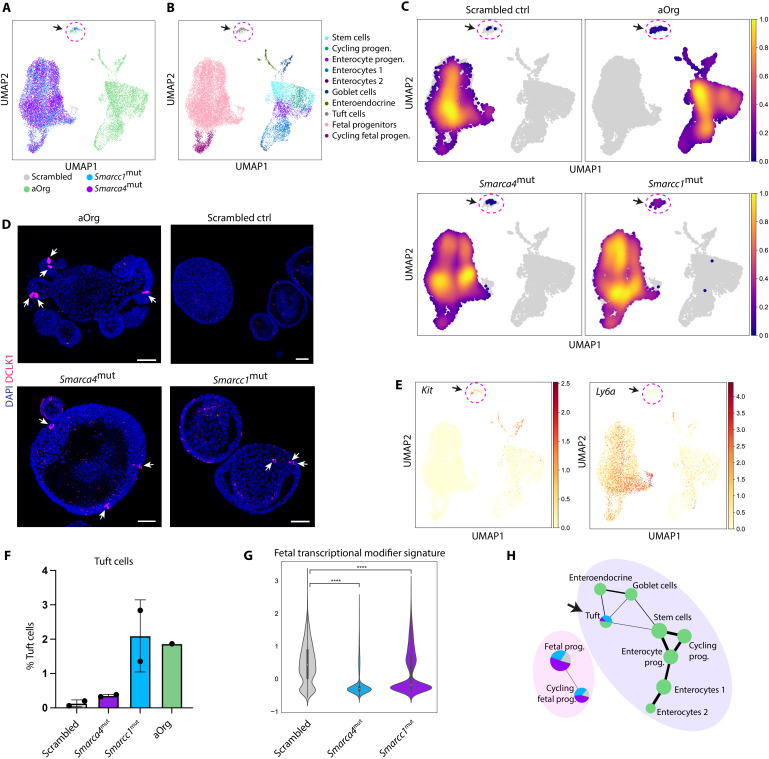
Increased frequency of adult tuft cells in *Smarca4*^mut^ and *Smarcc1*^mut^ organoids. (**A**) UMAP of scRNA-seq data from scrambled control (gray), *Smarca4*^mut^ (purple), and *Smarcc1*^mut^ (light blue) fetal organoids each in biological duplicates, as well as aOrg (green) from the WT dataset shown in Fig. 1. (**B**) UMAP showing cell type clusters. (**C**) UMAP showing the cell density of individual samples (scrambled control, aOrg, *Smarca4*^mut^, and *Smarcc1*^mut^) on the clusters in (B). The arrow and dotted circle indicate tuft cells [see (A) and (B)]. (**D**) Three-dimensional immunofluorescence images of DCLK1 expression in WT aOrgs, scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ organoids. Arrows = DCLK1^+^ cells. Scale bars, 50 μm. (**E**) UMAP showing expression of *Kit* (left) and *Ly6a* (right). (**F**) Bar plot showing the percentage of tuft cells in scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ fetal organoids in biological duplicates and WT aOrg. Error bars indicate SD. (**G**) Violin plot showing the expression of the fetal transcriptional modifier signature (Fig. 2B) in cells from the fetal progenitor cluster of scrambled control, *Smarca4*^mut^, and *Smarcc1*^mut^ organoids. ****P < 0.0001, Mann-Whitney *U* test using Bonferroni correction. (**H**) PAGA trajectory graph on clusters from (B). The color of the nodes represents the frequency distribution of samples (aOrg, scrambled control, *Smarca4*^mut^, or *Smarcc1*^mut^) in the different clusters. The size of the nodes is proportional to the number of cells in a cluster, and the thickness of the edges represents confidence in the presence of the transcriptional connection.

Together, these results demonstrate that mutating *Smarca4* and/or *Smarcc1* enables in vitro cultures of fetal intestinal progenitors to lose their inherent immature characteristics, facilitating an increase in the fraction of cells differentiating into an adult-like state with a tuft cell identity.

## DISCUSSION

Here, we have successfully implemented a CRISPR-Cas9 screen in intestinal organoids targeting transcriptional and epigenetic regulators differentially expressed in epithelial cultures derived from distinct stages of tissue maturation. To our knowledge, this represents the first example of an in vitro CRISPR-Cas9 screen using immature fetal-like organoids to uncover regulators of tissue maturation, highlighting the versatility of organoid technology. Through single-cell analysis of fetal and aOrgs, we observed that a small number of fetal cells transition toward adult-like cells of the secretory lineage during steady-state conditions. We identified the genes *Smarca4* and *Smarcc1*, encoding components of the SWI/SNF complex, as barriers toward epithelial maturation, as disruption of these genes in vitro facilitated the loss of fetal-like markers and gain of secretory precursor and tuft cell markers, as well as the adoption of a transcriptional and epigenetic state akin to aOrgs. Our in vivo transplantation studies further suggested that the *Smarca4*^mut^ and *Smarcc1*^mut^ lines had a strengthened small intestinal identity when compared to the scrambled control line. As previous genetic studies have reported that *Smarca4* is involved in intestinal maturation, our screen successfully builds upon these observations and reports a yet unappreciated role for SMARCA4 in safeguarding cellular identity. The identification of SMARCC1 as a novel factor cooperating with SMARCA4 highlighted the involvement of the SWI/SNF complex in maintaining the intestinal progenitor state. This safeguarding putatively supports continuous epithelial growth during fetal development by skewing cell fate decisions toward self-renewing divisions.

While the reported genetic ablation of *Smarca4* during intestinal epithelial development in vivo led to a precocious generation of all differentiated secretory lineages (*23*), we only observed pronounced effects on a single population of adult tuft cells during in vitro disruption of *Smarca4* or *Smarcc1*. We speculate that the differences reflect the unique 3D culture conditions used for both fetal and aOrg cultures and that these conditions influence lineage differentiation. The cell state transition associated with disrupting *Smarca4* and *Smarcc1* might therefore not be sufficient to facilitate a full conversion toward the adult phenotype in vitro. This indicates that further barriers exist that prevent the maturation of the progenitor population and the generation or maintenance of the full repertoire of adult cell types in vitro. Alternatively, as most cells in our pooled *Smarca4*^mut^ and *Smarcc1*^mut^ cultures display minor insertions or deletions following CRISPR-Cas9–mediated disruption, the observed phenotype might be due to the disruption of specific interactions between SMARCA4 or SMARCC1 and other specific SWI/SNF complex members or transcription factors. Our findings, along with the reported in vivo phenotypes, suggest that the SWI/SNF complex plays a key role in the maturation of the intestinal epithelium during fetal development. Mechanistically, our findings suggest that a SWI/SNF complex containing SMARCA4 and/or SMARCC1 safeguards the immature fetal state by supporting a YAP1-driven transcriptional network essential for maintaining the fetal state (*19*). We further speculate that the SWI/SNF complex containing SMARCA4 and/or SMARCC1 facilitates ubiquitous activation of Notch (*23*), thereby inhibiting symmetry breakage necessary for the emergence of secretory cells (*16*). As the composition of the SWI/SNF complex changes during the progressive maturation of embryonic stem cells and during neuronal development (*22*), it is pertinent to speculate that similar dynamic changes in the composition of the SWI/SNF complex might govern the maturation of the intestinal epithelium by controlling the spatiotemporal accessibility of the chromatin landscape to repress or promote various gene regulatory networks allowing cell type specification. The epigenome of the secretory intestinal lineage has previously been demonstrated to be significantly distinct from intestinal stem cells (*32*), and hence, our findings suggest that the SWI/SNF complex might be involved in controlling some of these epigenetic state transitions as we also uncover an increased propensity to give rise to secretory CD117^+^ precursors and tuft cells upon *Smarca4* and *Smarcc1* disruption. In the current study, we limited our CRISPR-Cas9–based disruption to transcriptional regulators differentially expressed between FEnS and aOrgs. However, many transcription factors and epigenetic modifiers exert substantial changes to cellular identity following only modest changes in expression level or via posttranslational activity modulation. Future studies targeting a broader repertoire of factors in FEnS regardless of differential expression levels could help uncover additional regulators of tissue maturation. In addition, CRISPR-Cas9-based screens in aOrgs could help elucidate factors controlling adult intestinal cellular identity and maturation status.

We and others have recently demonstrated that the adult intestinal epithelium undergoes a process of transient reprogramming toward a more primitive epithelial cell state during tissue injury akin to the state stably adopted by FEnS (*17*, *33*, *34*). The expression of several constituents of the SWI/SNF complex, including *Smarcc1*, was recently demonstrated to be increased in patients suffering from Crohn’s disease when compared to the non-inflamed epithelium (*35*), suggesting that our findings on the role of SMARCA4 and SMARCC1 in controlling the maturation status of the intestinal epithelium might also extend to inflammatory conditions in the postnatal intestine. The SWI/SNF complex might thus represent a potential target for therapeutic intervention as alternating the epithelial maturation status could facilitate enhanced repair of lesions in the injured intestine. With the recent demonstration of fetal-like reprogramming during tissue injury (*17*, *33*) and in cancer (*36*, *37*), our findings might open novel therapeutic avenues for these pathologic conditions by modulating the maturation status of the intestinal epithelium.

## MATERIALS AND METHODS

### Animals

C57BL/6J mice (Taconic) were used for the derivation of adult and fetal organoids. NOD.Cg-Prkdc^scid^ Il2rg^tm1Sug^/JicTac (NOG) mice (Taconic) were used for transplantation assays. All animal procedures were approved by The Danish Animal Inspectorate.

### Fetal and adult organoid generation

aOrgs were generated as previously described (*12*). Briefly, the proximal small intestine of adult mice was isolated, luminal content was removed, and villi were scraped off. The remaining tissue were cut into small pieces using a scalpel and incubated in phosphate-buffered saline (PBS) with 2 mM EDTA on ice for 30 min. Crypts were isolated by vigorous shaking followed by filtering through a 70-μm filter mesh and subsequent centrifugation. Purified crypts were resuspended in Matrigel (Corning), which was allowed to solidify before the addition of advanced Dulbecco’s modified Eagle’s medium (DMEM)/F12, GlutaMAX supplemented with Hepes, penicillin/streptomycin (all from Thermo Fisher Scientific), epidermal growth factor (PeproTech; 50 ng/ml), noggin (PeproTech; 100 ng/ml), and conditioned R-spondin1 media (10%). Fetal organoids were generated as previously described (*14*). Briefly, the proximal small intestine from E16.5 fetuses was isolated and minced with a scalpel, followed by incubation in PBS supplemented with collagenase (Sigma-Aldrich; 125 μg/ml) for 45 min at 37°C, 900 rpm shaking. Isolated epithelial cells were seeded in Matrigel (Corning) and ENR media was added. Rho kinase inhibitor Y27632 (10 μM) was added during the initial days of culture. Cells were cultured under standard cell culture conditions at 37°C and 5% CO_2_. Experiments were performed on primary cell cultures below passage 25.

### Flow cytometry

Organoids were dissociated into single cells using mechanical disruption followed by incubation at 37°C for 15 min with TrypLE (Invitrogen) supplemented with deoxyribonuclease I (2.5 μg/ml) and Y-27632 (10 μM). After incubation, the cells were washed with advanced DMEM/F12 media with 10% adult bovine serum and pelleted by centrifugation. Single cells were incubated in 1% bovine serum albumin (BSA)/PBS before staining with SCA1-BV605 (1:200; D7; monoclonal Rat; BioLegend, catalog no. 108133; RRID: AB_2562275) and CD117-Pe-Cy7 (1:200; 2B8; monoclonal rat; BD Biosciences, catalog no. 558163; RRID: AB_647250) for 30 min on ice. Stained cells were washed three times with 0.1% BSA/PBS and incubated with 0.1% BSA/PBS and 4′,6-diamidino-2-phenylindole (DAPI) (0.2 μg/ml) before flow cytometric analysis or cell sorting.

### Single-cell RNA sequencing

WT fetal and aOrgs were isolated on day 5 after passaging as described under flow cytometry, and 20,000 live cells were sorted into 10 μl of ultraclean 0.8% BSA/PBS. scRNA libraries were prepared using 10x Genomics v3 Chemistry according to the manufacturer’s guidelines. Cells were loaded on the 10x Genomics single-cell chip for the formation of Gel Bead-in-Emulsions and followed by reverse transcriptase. cDNA was amplified with 10 polymerase chain reaction (PCR) cycles, while sample-indexing PCR was performed with 11 cycles. Libraries were diluted to 2 nM in the elution buffer (EB), and a final dilution of 1.7 pM was sequenced with the Illumina High Output 150 cycles kit on an Illumina NextSeq 500 sequencer.

For scRNA-seq of mutant FEnS (*Smarca4*^mut^, *Smarcc1*^mut^, and scrambled control), TotalSeq hashtag antibodies (A0301-A0305, BioLegend) were used to multiplex samples. Cells isolated from two individual organoid lines from each perturbation were sequenced. Cells were isolated on day 5 after passaging and dissociated into single cells. Each sample was incubated with 0.5 μg of unique hashtag antibody for 20 min on ice. Before sorting, cells were incubated with DAPI (0.2 μg/ml) for 10 min on ice. A total of 10,000 to 15,000 events per cell from each sample were sorted on a BD FACSAria III sorter (BD Biosciences) and pooled directly into four tubes. Single-cell libraries were prepared using 10x Genomics v3 Chemistry as described above with the implementation of hashtag libraries for demultiplexing. An additive primer (hashtag-oligo (HTO) primer) was added in the step for cDNA amplification. The hashtag cDNA and endogenous cDNA were separated after cDNA amplification using SPRIselect beads (Beckman Coulter) for size separation. Here, hashtag cDNA was isolated in the supernatant containing smaller DNA fragments and collected to generate the hashtag library following the protocol from Stoeckius *et al*. (*38*) and CITE-seq (https://cite-seq.com). Briefly, the supernatant was cleaned using SPRIselect beads (Beckman Coulter) and 30 ng of cDNA was used as input for PCR amplification (20 cycles). Illumina indexes for sequencing were subsequently added using Kapa HiFi HotStart Ready Mix (Roche Diagnostics). For the endogenous cDNA library, the 10x Genomics protocol was followed. The dual index kit set AA (10x Genomics) was used for sample indexing and 11 to 12 cycles were used during the final amplification step. The four hashtagged cDNA and four endogenous cDNA libraries were diluted to 2 nM and combined into two pooled libraries for sequencing (5% hashtag + 95% endogenous cDNA). The two final libraries for sequencing were further diluted to 1.7 pM before being sequenced with the Illumina High Output 150 cycles kit on an Illumina NextSeq500 sequencer.

### scRNA-seq data analysis

#### Processing of raw scRNA-seq reads

Raw reads were processed using Cell Ranger (v3.0.1) software from 10x Genomics (*39*) to generate bam files. Read alignment was based on the refdata-cellranger-GRCh38-3.0.0 reference downloaded from the 10x Genomics website (https://support.10xgenomics. com/). Raw base call files were demultiplexed into FASTQ files, and then aligned and filtered using cellranger’s mkfastq and count functions.

#### Quality control and filtering of cells

The bulk of the analysis was done in Python using Scanpy (*40*). The first steps were done on aOrg and fetal spheroid samples separately to filter out low-quality cells. The first metrics were per-cell distributions of spliced counts, unspliced counts, and genes. On the basis of visual tracing of a Gaussian curve, the cutoff values for those three characteristics were determined (specific to each sample). Second, cells with a high ratio of counts originating from mitochondrial features (more than 0.08%) were filtered out. Last, doublets (two cells erroneously sequenced together) were removed using Scrublet (*41*, *42*) and Doublet Detection packages. The expected doublet rate in Scrublet was set to 0.06, and DoubletFinder was used with default parameters. Cells predicted to be doublets by either of the tools were filtered out.

#### Data integration, normalization, and batch correction

After concatenating the samples together, genes expressed in less than five cells or with less than 20 counts were filtered out. Count data were normalized and log-transformed, without genes that account for more than 0.05 of total counts. Batch correction of the two samples was done with the mutual nearest neighbors algorithm implemented as the mnn_correct function in Scanpy’s API. We used the top 2000 highly variable genes; parameter k was set to 15 and var_adj to True.

#### Cell cycle annotation

Cell cycle stage annotation was done with the score_genes_cell_cycle function in the Scanpy package, based on published cell cycle signatures (*43*). It was done on the joint samples, but before the batch correction.

#### Regression, dimensionality reduction, and embedding

First, we used linear regression on the annotated S and G2/M scores to remove unwanted variation coming from the cell cycle. Next, the top 2000 highly variable genes were selected to be used for the rest of the analysis. For further dimensionality reduction, we first used PCA and then Uniform Manifold Approximation and Projection. Cell neighborhood was calculated with 30 principal components.

#### Clustering

Initial unsupervised Leiden clustering with a high-resolution parameter gave us multiple clusters, which were then combined judging by the expression of canonical cell type markers (*Olfm4*: Stem cells; *Lrmp*: Tuft cells; *Scgn*: enteroendocrine cells; *Ca1*: enterocytes; *Muc2*: goblet cells; *Ly6a*: fetal cells) and the presence of cells in the cell cycle (positive S or G2/M score, as calculated before). This iterative process of subclustering and cluster merging gave rise in the end to the informative clusters that are presented in the figures.

#### Differential expression

Wilcoxon rank sum test was used to detect DEGs using scanpy’s rank_genes_groups function. Cells in each cluster (cell type) were compared to the remaining cells in the samples. For the plot of cluster markers (fig. S1A), only genes expressed in at least 25% of the cells of a given cluster are shown, and in no more than 75% of cells outside of that cluster. The genes also have to have at least 1.5-fold higher expression between the analyzed cluster and the rest of the cells.

#### Trajectory analysis

Trajectories were inferred using Partition-based graph abstraction (PAGA) from Scanpy (*44*) assessed on cell type clusters by approximating each cluster to a single node and connecting them with edges based on similarity.

#### Gene signature enrichment

Gene set enrichment signatures were calculated with the score_genes function in Scanpy. The score plotted is the average expression of the set of genes subtracted with the average expression of a reference set of genes randomly selected from all the genes in the sample. It indicated the enrichment (or depletion) of given genes expression in a cell.

#### Hashtag demultiplexing

Samples of mutant FEnS (*Smarca4*^mut^, *Smarcc1*^mut^, and scrambled controls) have been separated (demultiplexed) using the HTODemux function from the R package Seurat (v3). Before demultiplexing, hashtag counts have been filtered, normalized using the function NormalizeData, and scaled using the function ScaleData. Cells with more than 20,000 HTO counts have been filtered out. NormalizeData has been run with parameters normalization.method set to CLR and margin set to 2. HTODemux and ScaleData have been run with default parameters. Cells annotated as doublet or negative have been removed from the dataset and singlet cells have been divided into the final samples based on the assigned hashtag. Around 10% of cells were removed that way.

### sgRNA library generation

Ten to 12 sgRNAs were designed per gene to target functional domains in the experimental 226 up-regulated transcriptional regulators in FEnS and in the 50 positive control genes (*20*, *21*). One thousand scrambled control sgRNAs were selected from the mouse GeCKO library (*45*). The sgRNA oligos were manufactured by Custom Array Inc. (a member of GenScript), and the library was cloned as a pool following an established protocol (*46*). In short, the sgRNA vector (Addgene, #52963) was digested with the restriction enzyme BsmBI, and sgRNA oligos were amplified through 10 PCR cycles. The oligos and vector were assembled using NEBuilder HiFi DNA Assembly Kit (New England BioLabs) with a molar ratio of 1:10 of vector versus insert. The cloned library was transformed into Stellar Competent bacteria (Takara) and purified using Maxi-Prep (Qiagen). To verify the complexity of the sgRNA library, sgRNAs were amplified through PCR and sequenced using the Illumina platform. The sgRNA plasmid library was transfected into human embryonic kidney (HEK) 293T cells for lentiviral production. MOI was calculated by transducing HEK293T cells with two dilutions of the stock vial, and the number of infected cells was assessed through DAPI staining after puromycin selection.

### Adherent cultures

Established fetal organoids were dissociated into small clumps of cells with mechanical disruption and seeded in wells coated with human recombinant laminin 511 (ln511) (BioLamina) in ENR media supplemented with nicotinamide (Nic) (10 mM) (ENR-Nic) and Y-27632 (10 μM). Cells could be cultured long-term as adherent cultures with media (ENR-Nic) change every 2 to 3 days. Cells were passaged every 5 to 6 days and dissociated following incubation with Accutase (Merch Millipore) at 37°C for 5 to 10 min. Dissociated cells were washed with advanced DMEM/F12 and seeded as single cells in ENR-Nic media which were supplemented with Y-27632.

### Organoid transduction

Single cells from WT fetal organoids were seeded as adherent cultures on ln511-coated wells in ENR-Nic media supplemented with Y-27632. After 4 to 8 hours, lentivirus-containing ENR-Nic media supplemented with Y-27632 and Polybrene (1:1000) was added to the cells for a 12-hour incubation, and the medium was subsequently changed to ENR-Nic. Selection of successfully transduced cells was initiated after 1.5 to 2 days by the addition of either puromycin (3 μg/ml) or blasticidin (5 μg/ml) to the medium.

### CRISPR-Cas9 screen

WT fetal organoids were transduced with Cas9-blasticidin plasmid (Addgene, #52962) as described under organoid transduction and expanded as adherent cultures. Cells were treated with blasticidin (5 μg/ml) in normal organoid media for two to three passages. A total of 20 × 10^6^ Cas9-expressing fetal cells were transduced with the sgRNA puromycin library as described under organoid transduction at a MOI of 0.3. Cells were isolated 40 hours after transduction for time point T = 0 and, at this point, the puromycin (3 μg/ml) selection was initiated. The next day, transduced cells were dissociated with Accutase and >16.5 × 10^6^ cells were seeded in Matrigel at a seeding density of 40,000 cells in 60 μl of Matrigel droplets. With the library size of 4106 sgRNAs and a previously estimated organoid forming efficiency of 10 to 15%, the fold coverage of individual sgRNAs at the time of Matrigel seeding was >400×. The medium was supplemented with nicotinamide, Y-27632, and Chir99021 (3 μM) for the first 3 days along with puromycin and blasticidin. Time point T = 1 was isolated at day 10 after Matrigel seeding. At each passage, ^1^/_3_ of the cells were passaged at a ratio of 1:3 for T = 2 and later for T = 3, while ^2^/_3_ of the culture underwent cell sorting as described under flow cytometry. Cells were stained for SCA1 and CD117 and three cell populations were sorted: CD117^Pos^, CD117^Neg^SCA1^Low^, and CD117^Neg^SCA1^High^. Sorted cells were pelleted by centrifugation and the resulting pellets were frozen at −80°C.

DNA from all time points was isolated using DNeasy Blood and Tissue Kit (Qiagen), and inserted sgRNAs were amplified from genomic DNA using KAPA HiFi HotStart Library Amplification Kit (Kapa Biosystems) with 20 cycles of PCR (see the oligo list in table S1). A second PCR reaction was used to add sample unique Illumina sequencing barcodes. The amplified sgRNA libraries were subjected to electrophoresis using agarose gels and the amplified band was isolated using the Gel Extraction Kit (Qiagen) and cleaned with the DNA Clean & Concentrator kit (Zymo Research). The concentrations of the sgRNA libraries were measured using a KAPA Library Quantification kit (Kapa Biosystems) and diluted to 2 nM before libraries were pooled. A final dilution of 1.7 pM pooled libraries was sequenced with the Illumina High Output 75 cycles kit and sequenced on the Illumina NextSeq500 sequencer.

### Analysis of the CRISPR-Cas9 screen

The screen sequencing data were analyzed with MAGeCK (model-based analysis of genome-wide CRISPR-Cas9 knockout) (*47*). Briefly, the sequencing reads were mapped to the sgRNA design library, and read counts were calculated for all individual sgRNAs. Seven guides with an extreme number of mapped reads were excluded from further analysis. Screen hits were identified by integrating FCs and *P* values of individual sgRNAs targeting the same gene using robust ranking aggregation for comparison between any two conditions to identify depleted or enriched sgRNAs between time points and cell populations. The counts were normalized on the basis of 100 nontargeting sgRNAs. All sgRNAs were present at T = 0 and positive control sgRNAs targeting essential genes were rapidly depleted. Significant screen hits were selected on the basis of FDR <0.05 and absolute LFC >1.

### Generation of sgRNA targeted FEnS

Single-gene–targeted FEnS were generated in duplicates. WT FEnS were transduced with the same Cas9-blasticidin construct as used in the screen using adherent cultures as described under organoid transduction. sgRNAs were cloned into a sgRNA-eGFP-puro plasmid (modified construct of Addgene #57827 with puromycin resistance inserted instead of Cas9) using BsmBI sites, and lentivirus carrying the sgRNA constructs was produced in HEK293T cells. Cas9-blasticidin–expressing FEnS were transduced with the sgRNA-eGFP-puro plasmid as described under organoid transduction, and selection with puromycin was started after 2 days. sgRNA-expressing cells were dissociated and seeded in 3D Matrigel 1 day later and ENR-Nic-Y27632 media supplemented with Chir99021, blasticidin, and puromycin. Cells were sorted on the BD FACSAria III sorter for Sca1 expression 9 days after Matrigel embedding. *Smarca4* and *Smarcc1* targeted cells were sorted for Sca1^Low^ and Sca1^High^ expression. Scrambled sgRNA-targeted cells were used as control cells. Sorted cells were seeded in Matrigel and ENR-Nic media supplemented with Chir99021 and Y-27632. DNA was isolated with the DNeasy Blood and Tissue Kit (Qiagen) from the transduced cells two passages after the initial sorting. The targeted genomic regions were PCR-amplified (see the oligo list in table S1) and Sanger sequenced. Synthego’s Inference of CRISPR Edits tool was used to analyze the in-dels generated as well as the knockout score.

### RNA sequencing

RNA was isolated from duplicate lines of scrambled controls, *Smarca4*^mut^, and *Smarcc1*^mut^ organoids using the RNeasy Micro Kit (Qiagen). RNA-seq libraries were generated with the TruSeq RNA Library Prep Kit (Illumina). The concentration and quality of the library were measured using Qubit and Bioanalyzer. The library was diluted to 2 nM and a final concentration of 1.7 pM was sequenced with the Illumina High Output 75 cycles kit on an Illumina NextSeq 500 sequencer.

### RNA-seq analysis

Base-calling and demultiplexing were performed using BaseSpace, and the 76–base pair (bp) single-end raw reads were quality-assessed with FastQC (v0.11.7), Fastq Screen (v0.11.4), and trimmed using Trimmomatic v0.32 (*48*). The trimmed reads were aligned to the mouse genome (mm10 assembly excluding noncanonical chromomes) using STAR (*49*) (v2.7.3a) in a two-pass mode guided by a RefSeq gene annotation. Bam file indices were created using SAMTools (*50*) (v1.10). The mapped reads were assigned to genes with featureCounts (*51*) generating a count table. After alignment, the package RSeQC (*52*) was used to calculate and check various QC measures such as genebody coverage and TIN score (analog to RIN score). In R (v3.5.1), the DESeq2 (v1.22.1) (*53*) (R Team 2014, www.r-project.org/) package was used for statistical analysis of the count data comparing the different groups. For the PCA plot, the calculations used the 500 genes with the highest variation across samples as input. The R package pheatmap (v1.0.10) was used to generate a heatmap of *Z* scores of DEGs.

### Gene set enrichment analysis

GSEA was performed with the edgeR fry function (*54*). Gene signatures from Yui *et al*. (*17*) included a Yap1-driven response of aOrg to growth in collagen versus Matrigel, and a signature of SCA-1^High^ cells derived following in vivo injury of the adult mouse colon versus the homeostatic tissue. From Haber *et al.* (*31*), we used signatures of differentiated cell types in the adult mouse small intestinal epithelium. The results are visualized with a barcode plot where genes are ranked from left to right by increasing log fold change comparing scrambled controls to *Smarcc1*^mut^ or *Smarca4*^mut^. FDR-corrected *P* values were used for statistics.

### ATAC-sequencing

Duplicate lines of scrambled controls, *Smarca4*^mut^, and *Smarcc1*^mut^ were isolated and dissociated to single cells as described under flow cytometry, and 50,000 live cells were sorted in 200 μl of 0.1% BSA/PBS for the generation of ATAC-seq libraries (*55*). Briefly, sorted cells were lysed and incubated with Tn5 transposase (Illumina) for 30 min at 37°C for DNA tagmentation. The tagged DNA was PCR-amplified with sequence-compatible and barcoded primers for a total of 13 cycles. The concentration and quality of the libraries were analyzed with Qubit and Bioanalyzer. The libraries were diluted to 2 nM in EB buffer and a final dilution of 1.5 pM was sequenced with the Illumina High Output 150 cycles kit on an Illumina NextSeq 500 sequencer.

### ATAC-seq analysis and visualization

blc2fastq (v2.20.0.422) was used for base-calling and demultiplexing. The raw 76-bp paired-end (PE) reads were first trimmed for Nextera transposase adapter sequences using Trimmomatic in palindrome mode. FastQC (v0.11.7) of reads before and after trimming confirmed the removal of any 3′-end adapter sequences while also clearly showing the known insertion Tn5 motif in the 5′-end. FastQ Screen (v0.11.4) was furthermore used to check for sample contamination. The trimmed PE reads were mapped to the mouse genomes (mm10 assembly, canonical chromosomes only) using bowtie2 v.2.2.9 with default settings except -k 2 -X 2000 --no-mixed --no- discordant and lastly converted to bam format using SAMTools (v1.10). After sorting (SortSam) and labeling duplicates (MarkDuplicates) with Picard tools and adding an NH tag (number of reported alignments), reads were filtered to exclude unmapped, multimapping, and mitochondrial reads (SAMTools view -f 2 -F 4 and custom filter). The filtered bam files were converted to bed format using bedtools bamtobed.

Mapped reads were imported from bed files as ‘Datasets’ into EaSeq (*56*) (v. 1.2, http://easeq.net) for subsequent analysis using its integrated tools and default settings where nothing else is stated. A list of previously identified organoid enhancers including values from differential accessibility analysis as previously described (*19*) was imported as a ‘Regionset.’ ATAC-seq signal was quantified in 1-kbp windows centered at the previously identified regions using the ‘Quantify’ tool with all normalization disabled to give raw read counts and the Regionset was exported. Based on this, a subset of regions was filtered having a signal above the 0.9 fractile in at least two of eight samples (two replicates of Smarca4, two replicates of Smarcc1, and four replicates of negative controls) and termed ‘filtered enhancers.’ Differentially accessible regions were identified using DeSeq2 (*53*) (R Team 2014) at the raw read counts in the filtered enhancers. DeSeq2 output was exported as a text file, merged with coordinates and other previously generated data, and reimported in EaSeq as a ‘Regionset.’ Volcano plots were visualized on the basis of the DeSeq2 output using the ‘Scatter’ plot type with the axis set to show linear values. The matrix of observed versus expected changes in ATAC-seq signal was generated by first making a 2D histogram of LFCs of the previously analyzed aOrgs versus fetal organoids (*19*) and the LFCs from the differential accessibility analysis in *Smarcc1* and *Smarca4* mutant organoids. The settings for this plot were altered to show both axes on a linear scale, reduce the number of bins on both axes to 24, and disable intrapolation. The plot was selected and the observed versus expected matrix was generated and visualized using the ‘Obs/Exp’ tool.

### Transplantation

Fetal organoids were isolated from 8 to 10 wells with gentle pipetting and Matrigel was removed using Recovery Solution (Corning) by incubating for 10 to 15 min on ice. Isolated organoids were resuspended in 200 μl of PBS with 5% Matrigel. Transplantation into mice was performed using a previously published protocol (*27*). Briefly, NOG mice (13 weeks, female, Taconic) were anesthetized with 2% isoflurane before the procedure. The luminal content of the colon was flushed with PBS before an electric pulsating device, soaked in prewarmed 0.5 M EDTA, was used to brush crypts off on one side of the colon. The organoids resuspended in 200 μl of PBS were gently disrupted and infused into the conditioned colon. Glue (Histo-acryl, B. Braun) was added to the anal verge and left for 3 hours to avoid the ejection of the organoid suspension and thereby enhance the engraftment of the infused material. The engrafted tissue was analyzed 3 weeks after transplantation using a Leica M165FC microscope with a Leica DF310 FX camera to acquire macroscopic images.

### Immunofluorescent staining of frozen sections

Tissue was embedded in optimal cutting temperature compound (CellPath) and frozen at −80°C and sections of 7 μm were cut on a Leica Microsystem cryostat. Sections were washed with PBS three times before blocking in 1% BSA/PBS supplemented with adult bovine serum (10%) and Triton X-100 (0.2%) (blocking buffer) for 1 hour at room temperature. Subsequently, primary antibodies were incubated in a blocking buffer overnight at 4°C. The following primary antibodies were used: anti-GFP (1:300 dilution; polyclonal rabbit antibody; Invitrogen, catalog no. A-11122; RRID: AB_221569), anti-KIT(1:200 dilution; polyclonal goat antibody; R&D Systems, catalog no. AF1356; RRID: AB_354750), anti-LYVE1 (1:300 dilution; polyclonal goat antibody; R&D Systems, catalog no. AF2125; RRID: AB_2297188), UEA-1 (1:1000 dilution; DyLight649; Vector Laboratories, catalog no. DL-1068-1), anti-SCA1 (1:200 dilution; monoclonal rat antibody; R&D Systems, catalog no. BAM1226; RRID: AB_2070040), anti-OLFM4 (1:200 dilution; monoclonal rabbit antibody; Cell Signaling Technology, catalog no. 39141; RRID: AB_2650511), anti-SATB2 (1:100 dilution; monoclonal rabbit antibody; Abcam, catalog no. ab92446; RRID: AB_10563678), anti–beta-catenin [1:500 dilution; monoclonal mouse immunoglobulin G1 (IgG1) antibody; BD Biosciences, catalog no. 610154; RRID: AB_397555]. Sections were, following overnight incubation, washed three times for 5 min in PBS before incubation for 1 to 2 hours with secondary antibodies and DAPI (0.2 μg/ml) diluted in blocking buffer at room temperature protected from light. The following secondary antibodies were used (all 1:500): Alexa Fluor (AF) 488 polyclonal donkey anti-rabbit antibody (Invitrogen, catalog no. A-21206; RRID: AB_2535792), AF555 polyclonal donkey anti-goat antibody (Invitrogen, catalog no. A-21432; RRID: AB_2535853), AF647 polyclonal donkey anti-rabbit (Invitrogen, catalog no. A-31573; RRID: AB_2536183), AF555 polyclonal goat anti-mouse IgG1 antibody (Invitrogen, catalog no. A-21127, RRID: AB_2535769), AF555 polyclonal goat anti-rat (Invitrogen, catalog no. A-31572, RRID: AB_162543). Immunofluorescence images were acquired using a confocal microscope (Leica TSC SP8 or Zeiss LSM880) and analyzed in ImageJ.

### Image quantification

Image quantification was performed in ImageJ (Fiji). For the quantification of GFP^+^ engraftment areas, image files containing the GFP^+^ channel were smoothened and next subjected to thresholding to obtain a binary mask of the GFP^+^ signal. The area of the resulting GFP^+^ mask was measured using the “analyze particles” function. CD117^+^ and UEA1^+^ cells were counted manually, and the final cell count number was normalized to the GFP^+^ area. The area of infiltrating LYVE1^+^ lymphatic vessels in engrafted regions was performed as previously described (*27*). Briefly, the GFP^+^ engraftment area was outlined by a region of interest (ROI), the outside of the ROI was cleared, and the area of the LYVE1^+^ channel was quantified as described for the GFP^+^ signal above.

### 3D staining of FEnS and aOrg

Organoids were grown in Matrigel in a 96-well imaging plate (Sigma-Aldrich). The plate was centrifuged at 800*g* for 10 min at 4C before fixation with 4% paraformaldehyde for 1 hour on ice. Organoids were incubated with a blocking buffer for 1 hour at room temperature, before incubation overnight at 4C with primary antibodies suspended in a blocking buffer. The following primary antibodies were used: anti-SCA1 (1:400 dilution; monoclonal rat antibody; R&D Systems, catalog no. BAM1226; RRID: AB_2070040), anti-KIT (1:200 dilution; monoclonal rabbit antibody; Cell Signaling Technology, catalog no. 3074; RRID: AB_1147633), anti–beta-catenin (1:500 dilution; monoclonal mouse IgG1 antibody; BD Biosciences, catalog no. 610154; RRID: AB_397555), and anti-DCLK1 (1:400 dilution; polyclonal rabbit antibody; Abcam, catalog no. ab31704; RRID: AB_873537). Each well was washed three times for 5 min with PBS, before incubation for 1 to 2 hours with secondary antibodies and DAPI (0.2 μg/ml) diluted in a blocking buffer at room temperature and protected from light. The following secondary antibodies were used (all 1:500): AF555 polyclonal goat anti-rat (Invitrogen, catalog no. A-31572, RRID: AB_162543), AF488 polyclonal goat anti-mouseIgG1 (Invitrogen, catalog no. A-21121, RRID: AB_2535764), AF647 polyclonal donkey anti-rabbit antibody (Invitrogen, catalog no. A-31573, RRID: AB_2536183), AF555 polyclonal goat anti-mouse IgG1 antibody (Invitrogen, catalog no. A-21127, RRID: AB_2535769), and AF555 polyclonal donkey anti-rabbit (Invitrogen, catalog no. A-31572, RRID: AB_162543). Wells were washed three times with PBS and incubated with RapiClear (SunJin Lab) for 1 to 2 hours before imaging on a confocal microscope (Leica TSC SP8).

How the deposited data were processed for this re-analysis (not part of the article)

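Bulk RNA-seq (6 libraries), ATAC-seq (10 libraries), the pooled CRISPR screen (10 count columns) and scRNA-seq (5 tables) were analysed. Samples were mapped to conditions from their titles, descriptions and characteristics before the values were read. Where fields of 1 sample contradicted each other, the fields that give the number of replicates stated in the paper were followed.

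For RNA-seq, the authors quantified reads per gene with STAR and featureCounts, and the deposited table holds raw read counts of 2 libraries per genotype. Libraries held 22218053 to 24901335 counts in genes. Genes were kept by edgeR's filterByExpr, which left 13621, scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with all 3 genotypes in 1 model. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. Gene coordinates are those of mm10. On 19 gene lists fixed before the counts were read, set tests were made with fry and camera of limma 3.58.1 on voom values, adjusted over the lists, and each list's genes were also adjusted over the list alone. Principal components were computed on the 500 most variable genes. Simulated changes of 0.75, 1 and 2 on the log2 scale were recovered for 17.9%, 52.2% and 93.9% of genes in Smarca4mut and for 16.4%, 49.3% and 89.4% in Smarcc1mut, with 23 and 10 false calls over 13308 genes.

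For ATAC-seq, the authors mapped reads with Bowtie2 2.2.9 and quantified them in EaSeq with normalization disabled, and the deposited table holds raw counts in 1-kb windows at 57362 organoid enhancers. Libraries of mutants and controls held 863970 to 1071206 counts there and those of aOrg 2373883 to 2541778. The filter on the 0.9 fractile described in the paper left 7492 enhancers, which were tested with edgeR as above. Enhancers were assigned to the nearest gene of the mm10 annotation. Observed and expected numbers of enhancers were counted in the 4 groups with an absolute log2 difference over 1 on both axes, with the low controls for the mutants and the high controls for aOrg. After these values were seen, 40 simulations were drawn in which mutants and controls had the same mean and aOrg its own.

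For the screen, the deposited table holds sgRNA read counts from the authors. Populations were taken from the column names of the table, a choice made after the table was opened, since the sample labels give only the time point. T0 was sampled at 40 h and the sorted populations at days 10, 17 and 24. Counts were scaled on the scrambled sgRNAs with a pseudocount of 1, and gene medians were compared with 10000 random sets of scrambled sgRNAs of the same size. The screen has 1 count column per population and time point, so it gives ratios without replicate error. The sample labels list more libraries than there are columns, and which of them a column holds is not stated.

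For scRNA-seq, the authors processed the data with Cell Ranger 3.0.1 and Scanpy, and the deposited tables hold normalized values transformed by the natural log, with cells in rows. The wild-type tables hold 5735 and 5304 cells and those of the mutant experiment 1477 to 3981 cells per line. These values do not give sequencing depth per cell. In the mutant experiment the lower quartile of the values above 0, taken back to the normalized scale, of 3 genes outside the tuft markers (Olfm4, Lgr5 and Mki67, above 0 in 7.22% to 22.1% and in at least 107 of the cells of each control and Smarcc1mut line) was taken as the weight of a read, a measure chosen after the values were seen and after others were tried, which leaves depth open. The authors describe removing doublets with Scrublet and Doublet Detection in the wild-type data and by hashtags in the mutant data, and no further doublet caller was run here. Only 24 genes of the wild-type tables and 19 of the mutant tables were read, chosen from the lists and the paper's text. The other 71378 columns were left unused, so cells were classed by at least 3 markers. The 19 genes hold enough markers for the tuft-like and fetal-like classes only. The tables hold what clustering needs, but it was not run here. Means of the log values per line were compared with limma, since the tables hold no counts to sum. Shares carry exact 95% intervals, and a count of 0 is given with the share that 3 cells would make. Classes of 0.2%, 1% and 2% of 4000 simulated cells were recovered as 0.2%, 0.95% and 1.85%. These recoveries hold for the simulated detection of the markers only. In the mutant experiment Dclk1 was above 0 in 58.5% of the tuft-like cells and in 45.7% of all control cells. Intervals and limits cover counting error only.

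The genes named follow a rule set before the data were examined: the 10 highest and 10 lowest called genes per comparison with an average log2 CPM (counts scaled to the library total) of at least 3 and every mutant library on 1 side of every control library, every gene the paper names, and up to 4 members of each list by adjusted p. For ATAC-seq the rule took the 5 enhancers with the smallest p in each direction and enhancers at Ly6a, Anxa1, Kit and Dclk1, and for the screen the genes the paper names and the essential-class genes. Other names (Gja1, Clu, Syt8, Macc1, Wnt10a, Reg1, Sptssb, Runx2, Nfib, Hhex, Cic and the depleted genes outside the essential classes) were chosen after their values were seen.

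Alternatives set beforehand were DESeq2 1.42.0 in place of edgeR, other filters on low counts, a model of only the compared genotypes, a replicate block, other set tests, each library left out in turn, other scaling factors, no fold change minimum, each set of ATAC controls alone, fetal-like cells only, other thresholds on the enhancer axes, library totals or a pseudocount of 5 for the screen, the 7 sgRNAs with the most reads left out, and sgRNAs with at least 100 reads at T0. Those added after the data were seen were the fold change minimum inside the test, every enhancer with 10 counts, the same controls on both axes, the low and high ATAC-seq controls of the same number summed, a replicate block for the scRNA-seq lines, and at least 2 or 4 markers per cell. Some genes of these rules and lists are not reported here. For that reason, and after all values were seen, the class of enterocytes was dropped and fetal-like cells were called on Ly6a, Anxa1 and Clu alone, which changed the shares of these cells and the analysis of fetal-like cells only. Calling cells by at least 3 markers was itself planned as an alternative to clustering and became the main method because only these columns were read. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the screen, the cell classes and the plots. Flow cytometry, imaging and transplantation data were not analysed here.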

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

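Of the tests weighed here, the growth of Fbxw7 sgRNAs over the passages and the 2 tests on tuft-like cells were chosen only after the result was seen. The highest or lowest of the control ATAC-seq libraries by total counts did not stand apart from the others.

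Between the mutants, which were each tested against controls and then against each other, 5 genes were higher and 2 lower in Smarcc1mut than in Smarca4mut with edgeR, and 1509 had an unadjusted p under 0.05. The higher ones were Igfbp3 (log2 difference 3.76, adjusted p = 0.00929), Syt8 (2.87, adjusted p = 0.00943), Macc1 (3.52, adjusted p = 0.0358), Ctgf (1.904, adjusted p = 0.0358) and Wnt10a (1.75, adjusted p = 0.0408). The lower ones were Reg1 (-2.78, adjusted p = 0.0358) and Sptssb (-1.76, adjusted p = 0.0408). Igfbp3, Syt8, Macc1 and Ctgf fell in both mutants and fell further in Smarca4mut. The count of higher genes was 0 without control replicate 1 or 2 or Smarcc1mut replicate 2, 6 without Smarca4mut replicate 1, 10 without Smarcc1mut replicate 1 and 77 without Smarca4mut replicate 2. The count of lower genes was 0 without either control or either Smarcc1mut replicate, 5 without Smarca4mut replicate 1 and 28 without its replicate 2.

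Some signals lie in parts of the screen the paper does not report on. The sgRNAs for Hhex, a homeobox gene, had a median over T0 of 2.49 over the 9 sorted libraries (4 sgRNAs), and those for Cic, a transcriptional repressor gene, had 1.11 (12 sgRNAs). Between CD117Pos and SCA1Low, Nr2f2 sgRNAs had a mean log2 ratio of 1.69 and Sox9 sgRNAs -2.25, ranks 1 and 259 of 259 genes. None of these values has a replicate.

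The agreement in direction between mutant and aOrg enhancer changes depended on which controls stood for the mutants and which for aOrg. The mutants' own libraries are labelled low. With low controls for the mutants and high ones for aOrg, the odds ratio was 1.23 in Smarcc1mut and 0.490 in Smarca4mut. With these exchanged it was 11.7 and 6.46. Both references changed at once, so the move cannot be put down to the mutants' controls alone. If the low controls lay toward aOrg, the difference between low and high controls would go with the difference between aOrg and the other high library, but this correlation was 0.221 in one pairing of replicates and -0.0657 in the other. The bound written beforehand counted a value at or under 0 against the explanation. The SD of the 2 correlations was 0.203, more than the lower one lies below 0, and that it has to pass this spread was decided after they were seen. Tested directly, 0 enhancers were higher and 0 lower in the low than in the high controls. Of the 7492 enhancers, 155 had an unadjusted p under 0.05. With 2 libraries each, this does not show that low and high controls are alike. Few counts per enhancer could be a source too, but among the 2498 enhancers with the most counts only 7 in Smarca4mut and 14 in Smarcc1mut had differences large enough to be counted, so these explanations cannot be told apart, and no biological one was tested.

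The sgRNAs for Fbxw7, a substrate receptor of a ubiquitin ligase that degrades growth-promoting proteins, were enriched over T0 in every sorted library, with a median of 4.42 over the 9. They reached 11.9% of all SCA1High reads at T3 from 0.166% at T0. A few expanded sgRNAs are argued against, as without the 2 sgRNAs with the most reads the median of the others lay above the scrambled sets in 9 of 9 libraries, and few reads at T0 are argued against by a median T0 count at the 41.1 percentile of all sgRNAs. The median was higher at T3 than at T1 in 3 of 3 populations, which is consistent with a growth advantage building up over the passages. This stays a hypothesis, since it was found and tested on the same 9 libraries without replicates.

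The share of tuft-like cells was higher in both Smarcc1mut lines than in both control lines. Free RNA of tuft cells is argued against in the Smarcc1mut lines. The lower bound of each Smarcc1mut line's share was at least 7.92 times the share that independent detection of the markers would give. The Smarcc1 mutation as the source cannot be told apart from differences between lines, since 2 lines against 2 are too few for an exact permutation p under 0.333, so this test could not have decided it. A linear model over the 6 lines was added after the shares were seen. It gave a difference from the controls of 1.74 percentage points (standard error 0.502) in Smarcc1mut and 0.102 in Smarca4mut. It assumes 1 spread for lines whose SD ran from 0.0235 to 0.863. On the natural log of the share the difference was 2.77 (standard error 0.565) in Smarcc1mut and 0.742 in Smarca4mut. With 3 residual degrees of freedom and a choice made after the shares were seen, neither scale settles the source. Differences in reads per cell stay open. Where Lgr5 and Mki67 were above 0, the lower quartile of their values was higher in both Smarcc1mut lines than in both control lines, as fewer reads per cell would give, but these genes are near the limit of detection, the measure was picked after others were tried, and by the median a gene not reported here went the other way.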

How the results depend on the processing

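In the screen, the 140 values under alternatives kept their direction. The largest move was 0.914 on the log2 scale with library totals and 0.121 with a pseudocount of 5. Their side of the scrambled sets under the alternatives is left open. For single genes in RNA-seq, 1545 of 2016 values under alternatives kept direction and side of the threshold, 435 lost the call, 29 gained it and 7 reversed. For ATAC-seq enhancers these numbers were 221 of 272, 43, 4 and 4, and for scRNA-seq genes 107 of 144, 26, 4 and 7. A replicate block treats libraries of the same number as a set. It has no ground in the labels of RNA-seq and scRNA-seq, whose libraries share only a number. The ATAC-seq labels do not say whether low and high controls of 1 number share a line. The paper describes duplicate lines of scrambled controls there, so such controls would come from the same line. The correlation of the deviations of replicates 1 between groups was 0.218, -0.0181 and 0.128 in RNA-seq, from -0.0636 to 0.490 in ATAC-seq and 0.475, 0.353 and 0.0576 in scRNA-seq. With 2 libraries per group, leaving 1 out removes a degree of freedom for the error, and the lone library is assumed to vary like the others. The effects in the values that follow were not traced further and the cause was not tested.

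With the fold change minimum inside the test, added after the data were seen, DESeq2 and edgeR called 321 and 339 genes higher in Smarca4mut and 643 and 652 lower, 262 and 202 higher and 371 and 281 lower in Smarcc1mut, and 183 and 155 higher and 307 and 247 lower in both. Between Smarcc1mut and Smarca4mut they gave 90 higher with DESeq2, and 15 and 1 lower. DESeq2 without it gave 295 higher and 87 lower between the mutants, the replicate block 2 and 1, a model of the 2 genotypes alone 0 and 0 (and 1320 higher in Smarcc1mut against controls), and no filter on low counts 1 lower. Component 1 held 68.7% of the variance over all genes. Lists lower in Smarca4mut were 3 with camera at its preset correlation and 0 with an estimated correlation. In Smarcc1mut camera gave 1 higher and 3 lower, then 0 lower with an estimated correlation, fry on counts 3 lower, and the block 0.

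Leaving out 1 library, genes higher in Smarca4mut numbered 26 (without control replicate 1) to 1556 (without Smarca4mut replicate 2) and lower 97 to 1544, and in Smarcc1mut 0 to 1318 and 0 to 1239. Without control replicate 2 they were 127 and 280 in Smarca4mut and 0 and 0 in Smarcc1mut, without Smarcc1mut replicate 1 33 and 36 in Smarcc1mut, and without its replicate 2 400 and 335. Shared genes ranged over 0 to 956 and 0 to 922, genes between the mutants over 0 to 77 and 0 to 28, and lists lower over 0 to 3 in Smarca4mut and 0 to 1 in Smarcc1mut. Values near 0 that changed sign were Smarca4 in Smarcc1mut (-0.0233 to 0.0567), Olfm4 (-0.85 without Smarca4mut replicate 1 to 0.21 without its replicate 2, and 0.03 without control replicate 2) and Hnf4a (-0.02 to 0.34) in Smarca4mut, and Laptm5 (-0.0543 to 0.73), Clu (-0.0342 to 0.64) and Dpp4 (-0.67 to 0.16) in Smarcc1mut.

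Enhancers called higher in Smarca4mut were 7 with DESeq2, 2 with the low controls, 0 with the high ones and 3 with the block, and lower 7 with DESeq2 and 1 each with the filter of 10 counts, filterByExpr and the block. In Smarcc1mut they were 16 higher and 54 lower with DESeq2, 9 and 32 with filterByExpr, and 29 lower with 10 counts. They were 7 and 2 with the low controls, 0 and 0 with the high controls, and 16 and 47 with the block. With the low and high controls of the same number summed, added after the data were seen, they were 0 higher in Smarca4mut and 0 and 0 in Smarcc1mut. Without 1 control library they ranged over 0 to 6 and 0 to 1 in Smarca4mut. In Smarcc1mut they ranged over 0 (without low control replicate 2) to 18 (without high control replicate 1) and 0 to 31. Leaving out either Smarcc1mut library also lowered the Smarcc1mut counts. The odds ratio of enhancer directions in Smarca4mut and Smarcc1mut was 0.495 and 0.897 at an absolute difference over 0.5, and 0.788 and 0.851 by sign. It was 6.46 and 11.7 with the high controls for the mutants and the low ones for aOrg. Over every enhancer with 10 counts it was 1.89 and 2.697, and with the same controls on both axes 8.97 and 20.0. These last 2 settings were added after the data were seen. Without any mutant effect, 40 simulations gave 6.35 in Smarcc1mut with the same controls on both axes. Without 1 library it ran from 0.174 (without Smarca4mut replicate 2) to 1.54 (without its replicate 1) and 1.20 (without low control replicate 1) in Smarca4mut. In Smarcc1mut it ran from 0.664 (without Smarcc1mut replicate 1) to 2.60 (without high control replicate 1), with 0.758 and 0.876 without high and low control replicates 2. Enhancers near Anxa1 (-0.0674 to 0.93) and Dclk1 (-0.36 to 0.17) in Smarcc1mut and near Kit in Smarca4mut (-0.35 to 0.0719) changed sign.

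With at least 2 markers per cell, a setting added after the data were seen, FEnS held 8.72% goblet-like, 2.37% stem-like and 99.2% fetal-like cells, and aOrg 2.04% tuft-like, 22.0% goblet-like, 3.58% enteroendocrine-like, 51.3% stem-like and 1.94% fetal-like cells. Kit in goblet-like aOrg cells was then 18.5%, Ly6a in enteroendocrine-like ones 25.8% and tuft-like cells in Smarca4mut 0.421%, or 0.0649% with at least 4 markers, where the controls had 0.197% and 0.102%. Among fetal-like cells alone, 2 genes fell in Smarca4mut and 4 rose in Smarcc1mut, where Rgs13 had -0.000965, and Rgs13 had -0.00206 in Smarca4mut. Fetal-like cells must have Ly6a, which the tuft-like cells of both mutants lacked, so these Rgs13 values leave them out by rule. Without 1 line, genes lower in Smarca4mut were 0 (without Smarca4mut line 1) to 3, genes higher in Smarcc1mut 2 to 8 and lower 1 to 4. Anxa1 (-0.0408 to 0.164), Spink4 (-0.151 to 0.0309) and Rgs13 (-0.00173 to 0.00287) in Smarca4mut and Smarca4 in Smarcc1mut (-0.00849 to 0.0298) changed sign. Not run were clustering at other resolutions, libraries clustered alone, doublets kept, thinning of cells, a pseudocount of 10 CPM, other filters and DESeq2 for the lists, single T0 runs, the fetal regulator signature by cell type and the RNA-seq genes in wild-type cells, as only the listed single-cell columns were read, although the tables hold what clustering and these gene lists need, or as the analysis they vary was not made.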

Differences from the paper's values

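At the paper's thresholds on the adjusted p and fold change, the numbers of differentially expressed genes differ from those read in Fig. 5C. In Smarca4mut 1202 genes rose and 1404 fell here, against about 110 and about 260 in the paper's Fig. 5C, read by eye. In Smarcc1mut 868 rose and 927 fell, against about 120 and about 150 (Fig. 5C, read by eye). Shared by both were 690 and 745, against about 70 and about 130 (Fig. 5C, read by eye). Of the alternatives set before the data were examined, leaving out control replicate 2 brought the Smarca4mut numbers to 127 and 280, within 1.5 times of the paper's. The other alternatives set beforehand did not, and none did for Smarcc1mut or the shared genes. The fold change minimum inside the test, chosen after the values were seen, lies nearer without reaching the paper's numbers, at 321 and 643 with DESeq2 and 339 and 652 with edgeR in Smarca4mut, and at 262 and 371 with DESeq2 and 202 and 281 with edgeR in Smarcc1mut.

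The paper's figure gives the share of variance on component 1 that was found here, 81.4%, and they match.

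For the direction of enhancer changes, the paper describes regions that gain or lose signal in Smarcc1mut and Smarca4mut as going with those of aOrg relative to FEnS (Fig. 5F). Here aOrg was set against the high scrambled controls, as no ATAC-seq library of wild-type FEnS was used here, so the reference groups are unlike. The legend of the paper's Fig. 5E gives 57353 enhancers, and the odds ratios here run over the 7492 kept. The sets of enhancers may thus be unlike too. Over enhancers differing by more than 1 on both axes and with no library on both axes, the odds ratio was 1.23 in Smarcc1mut (chi-square p = 0.506) and 0.490 in Smarca4mut (chi-square p = 0.0863). Of the 17 enhancers called lower in Smarcc1mut, 16 were lower in aOrg, but both comparisons share the high controls, and 40 simulations without any mutant effect gave 7 to 16. The direction the paper gives was reached in both mutants with the high controls for the mutants and the low ones for aOrg (11.7 and 6.46). That setting was fixed before the data were examined. It was also reached in the wider set of every enhancer with at least 10 counts (2.697 and 1.89). The same controls on both axes gave it as well (20.0 and 8.97). Both settings were chosen after the values were seen. With the same controls on both axes, the simulations without any mutant effect gave 6.35 in Smarcc1mut, so a value over 1 is built in there. With the mutants against the high controls and aOrg against the low ones, they gave 0.241 to 3.39 and 1.00 when pooled. These lie below the 11.7 observed in Smarcc1mut. The simulations take the 4 controls as independent. The paper describes duplicate lines of controls, so low and high controls of 1 number need not be independent.

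The paper describes YAP1 signatures as lower in both mutants. A list of 22 YAP target genes, which is not the paper's signature, was lower in Smarca4mut (adjusted p = 0.0322 by fry; by camera 0.101 at its preset and 0.754 with an estimated correlation; not called whichever library was left out, 0.0558 to 0.288) and did not pass in Smarcc1mut (adjusted p = 0.338), where 3 genes fell and 3 rose, with Ctgf and Igfbp3 lower in both mutants. It describes tuft cell signatures as higher in Smarcc1mut, with a tendency in Smarca4mut. A list of 21 tuft cell markers, also not the paper's, did not pass fry (adjusted p = 0.268) but was called by camera at its preset correlation (adjusted p = 0.0318; adjusted p = 0.7498 with an estimated correlation), and Dclk1 and Pou2f3 rose. The paper describes cells of the tuft cell cluster as expressing Kit. Of the 106 tuft-like cells called by markers here, 20 had Kit above 0, among them 18 of 84 in Smarcc1mut and 0 of 18 in Smarca4mut. On the side of the paper, Kit was above 0 in 0.0131% to 0.161% of the cells that were not tuft-like, and in 43.5% of the tuft-like cells of aOrg.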

Other observations

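Genes of the Notch pathway, which holds progenitors back from the secretory fate, were lower in part. Of 13 tested, 4 fell and 1 rose in Smarca4mut and 3 fell and 1 rose in Smarcc1mut, the same numbers adjusted over the list alone. Notch3, a receptor gene (chromosome 17, 32120893 to 32166852, mm10), fell by 4.83 and 2.78, and Rbpj, the transcription factor of the pathway, fell by 0.74 and 0.52, while the ligand gene Dll1 rose by 0.93 and 1.12. The set was lower in Smarca4mut by fry (adjusted p = 0.00430; by camera 0.0403 at its preset and 0.590 with an estimated correlation) and did not pass in Smarcc1mut (adjusted p = 0.0505). Its call in Smarca4mut ended without control replicate 1 (adjusted p = 0.0892) or 2 (0.0959) or Smarcc1mut replicate 1 (0.0515).

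Transcription factors of intestinal identity moved in both directions. Of 18, 3 rose and 2 fell in each mutant, and adjusted over the list alone 3 rose and 5 fell in Smarca4mut and 3 rose and 2 fell in Smarcc1mut. Gata5 rose by 2.13 and 2.50 (its exons are shared with Gata5os) and Gata6 by 1.31 and 1.19 (shared with 1010001N08Rik). Prdm1, a repressor that keeps the neonatal intestine immature, fell by 5.38 and 3.66, and the caudal factor Cdx2 had -1.07 in Smarca4mut (not called) and fell by 1.61 in Smarcc1mut. Hnf4a (0.15 and -0.21) was not called. The set did not pass fry (adjusted p = 0.905 and 0.785). Of 16 adult stem cell markers, 4 fell and 1 rose in Smarca4mut and 2 fell and 1 rose in Smarcc1mut (4 and 1, and 2 and 2 adjusted over the list alone). Lgr5 fell by 1.99 in Smarca4mut and had -0.53 in Smarcc1mut, Slc12a2 fell by 1.97 and 1.46, Igfbp4 rose by 1.48 and 2.47, and Olfm4 had -0.24 in Smarca4mut and -1.12 in Smarcc1mut and was not called. That set did not pass (adjusted p = 0.0830 and 0.391). Of 4 Paneth cell markers, 2 fell in both mutants, also adjusted over the list alone, Mmp7 (-5.36 and -2.92, exons shared with AV064505) and Nupr1 (-1.96 and -1.098). The Paneth set was lower in Smarca4mut (adjusted p = 0.0322; by camera 0.409 at its preset and 0.754 with an estimated correlation; not called whichever library was left out, 0.0601 to 0.241) and did not pass in Smarcc1mut (adjusted p = 0.0867).

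Of 23 proliferation genes, 1 fell in Smarca4mut and 3 in Smarcc1mut (the same adjusted over the list alone; adjusted p = 0.660 and 0.257 by fry; in Smarcc1mut lower by camera at its preset correlation, adjusted p = 0.0326, and 0.7498 with an estimated one), with Tpx2, of the mitotic spindle, in both (-0.71 and -0.63). Of 21 interferon-response genes, 3 rose and 2 fell in Smarca4mut and 3 fell in Smarcc1mut (3 and 2, and 4 fell adjusted over the list alone; adjusted p = 0.863 and 0.416), with Mx1 (-2.71 and -3.82) and Zbp1 (-2.16 and -2.13) lower in both. Of 3 MHC class II genes none was called (0 in each mutant and also adjusted over the list alone; adjusted p = 0.691 and 0.391). Of 16 dissociation and stress genes, 3 fell in Smarca4mut and 2 fell and 1 rose in Smarcc1mut (the same adjusted over the list alone; adjusted p = 0.0830 and 0.277), with Dusp1 (-2.31 and -1.37) and Atf3 (-1.96 and -1.44) lower in both. Of markers of other cell types, the stromal gene Vim had 0.75 in Smarca4mut and rose by 1.22 in Smarcc1mut (1 of 2 tested; 1 and 2 rose adjusted over the list alone; adjusted p = 0.233 and 0.114). The endothelial gene Plvap rose by 1.69 in Smarca4mut (1 of 3 tested; 1 and 1 adjusted over the list alone; adjusted p = 0.157 and 0.268). The immune genes Laptm5 and Cd68 fell by 4.55 and 2.00 in Smarca4mut (2 of 3 tested, also adjusted over the list alone; adjusted p = 0.0527) and 0 of 3 were called in Smarcc1mut (also adjusted over the list alone; adjusted p = 0.836). That list had a median of 0.36 in Smarcc1mut and a direction of lower by fry.

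In the screen, 19 of 259 genes lay below the scrambled sets in all 9 sorted libraries and 3 lay above them. Of the 19, 11 belong to the essential classes and 8 do not. Among the 8 were the growth regulator Myc, with a median over T0 of -2.43, the chaperonin gene Cct7 (-2.14), the CCAAT-binding factor Nfya (-2.03), Rcc1, of nuclear transport (-1.78), and Nfib (-1.46). Between CD117Pos and SCA1Low, Smarca4 had a mean ratio of -1.79 and rank 258 of 259. An intergenic enhancer nearest to Kit, on chromosome 5 from 75377072 to 75378072 (mm10), had log2 fold changes of -0.13 in Smarca4mut and -0.49 in Smarcc1mut. These were not called (adjusted p = 0.986 and 0.702), and it was higher in aOrg than in the high controls by 2.22 (adjusted p = 1.2e-05). Another enhancer, closer to Kit (75544466 to 75545466), had 0.21 and 0.16, also not called (adjusted p = 0.962 and 0.898). It was higher in aOrg by 0.79 (adjusted p = 0.0301).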
